# Elucidating the transcriptomic response of adult-derived mHypoA-2/12 mouse hypothalamic neuron cell line to cannabidiol (CBD) exposure

**DOI:** 10.1007/s13353-025-00970-8

**Published:** 2025-05-08

**Authors:** A. Gurgul, I. Jasielczuk, T. Szmatoła, E. Semik-Gurgul, M. Kucharski, K. Mizera-Szpilka, E. Ocłoń

**Keywords:** CBD, Hypothalamic neurons, Apoptosis, Extracellular matrix, RNA-seq

## Abstract

Cannabidiol (CBD) is a compound found in *Cannabis sativa* that is known for its neuroprotective, anti-inflammatory, analgesic, and anxiolytic properties. These properties make it a promising treatment for various neurological conditions. This study aimed to examine the effects of CBD on hypothalamic neurons at the transcriptome level using the adult-derived mHypoA-2/12 mouse cell line. The cells were exposed to four different CBD concentrations (ranging from 0.325 to 3 µM) for 6 and 24 h. Apart from the transcriptome analysis, apoptosis (caspase 3/7 activity) and viability (MTT) assays were performed. The obtained results showed that CBD enhanced cell viability, especially after 24 h of treatment and at lower or intermediate concentrations, and reduced apoptosis, with significant effects at the highest concentration. CBD caused moderate transcriptome profile changes (13 to 69 genes per treatment), with more genes affected at higher concentrations and shorter exposure times, indicating a stronger initial cellular response. Further analysis revealed that CBD affects several biological processes, including: intrinsic apoptosis suppression via p53 modulation, impacting genes like *Bbc3*, *Mdm2*, *Cdkn1a*, and *Smad3*. Additionally, CBD influenced genes involved in extracellular matrix organization, including metalloproteinases (*Mmp-3*, *Mmp-13*) and their inhibitors (*Timp1*), as well as collagen components (*Col11a1*) and mitochondrial respiratory chain complexes (*mt-Nd5*, *mt-Nd4*). Genes related to serotonin and dopamine biosynthesis, as well as *Aldh2*, were also impacted, linking CBD’s effects in hypothalamic neurons to potential benefits in managing alcohol use disorders. These findings suggest the hypothalamus is a significant target for CBD, warranting further investigation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s13353-025-00970-8.

## Introduction

Cannabidiol (CBD) is one of the major phytocannabinoids found in hemp (*Cannabis sativa*), alongside the more well-known tetrahydrocannabinol (THC) (Meissner and Cascella 2022). Unlike THC, CBD does not have psychotomimetic effects, making it an attractive subject of scientific research and medical interest (Sainz-Cort et al. 2021). CBD has a broad spectrum of potential therapeutic benefits, especially concerning the nervous system (Singh et al. 2023). CBD has neuroprotective potential and anti-inflammatory, analgesic, and anxiolytic properties (Patricio et al. 2020). It is being investigated for use in the treatment of various neurological conditions such as epilepsy, multiple sclerosis, Parkinson’s disease, anxiety, depression, and sleep disorders (de Fátima dos Santos Sampaio et al. 2024). Notably, CBD has gained recognition as an effective treatment for some forms of refractory epilepsy, confirmed by numerous clinical trials and accepted by regulatory agencies such as the US Food and Drug Administration (FDA) (Abu-Sawwa and Stehling 2020) which approved the CBD-based medication Epidiolex for treatment of specific types of epilepsy. CBD actions in the brain are largely complex and not fully understood. Major targeted brain structures include the hippocampus, prefrontal cortex, mesolimbic system, amygdala, caudate, substantia nigra, and hypothalamus (Crippa et al. 2004, 2010; Castillo et al. 2010; Batalla et al. 2020; Lawn et al. 2020).

CBD can potentially act on hypothalamic cells and functions through various molecular mechanisms involving several receptors present in hypothalamic neurons. It has been shown that CBD affects type 1 endocannabinoid (CB1) receptors that are widely distributed throughout the brain, including the hypothalamic suprachiasmatic nucleus (SCN), arcuate nucleus, and paraventricular nucleus (PVN) (Cruz-Martínez et al. 2018). CBD has a low affinity to CB1 and acts as its negative allosteric modulator (Tham et al. 2019). CBD may also modulate CB1 activity indirectly, for example, by affecting the levels of endocannabinoids such as anandamide (Scherma et al. 2019). By inhibiting FAAH (fatty acid amide hydrolase) enzyme, CBD leads to an increase in the level of anandamide that acts on CB1 and CB2 receptors (Leweke et al. 2012). CBD can also serve as an agonist of the 5-HT1 A receptor, which is involved in regulating mood, providing antidepressant, anti-anxiety, and antipsychotic effects (Resstel et al. 2009). Additionally, CBD activates TRPV1 receptors, which are involved in pain processes, thermoregulation, and modulation of neurotransmission (Anand et al. 2020). Other CBD actions in the hypothalamus can be mediated through the activation of PPARγ receptors (Khosropoor et al. 2023). Available data suggests that activation of these receptors in the hypothalamus can affect energy metabolism and appetite regulation (Li et al. 2018). Interestingly, CBD may also act on adenosine receptors, which play a role in regulating sleep (Huang et al. 2014), inflammation (Blackburn et al. 2009), and neuroprotection (Sagredo et al. 2007; Liou et al. 2008; Gonca and Darıcı 2015; Zhang et al. 2020). Finally, CBD may bind with high affinity to the GPR55 receptor (Lauckner et al. 2008; Patricio et al. 2022) and act as an antagonistic ligand, which may affect pain perception (Armin et al. 2021) and inflammation (Ono et al. 2023).

Each of these CBD actions may contribute to the broad spectrum of biological effects in the hypothalamus, highlighting the complexity and multifaceted nature of this compound’s effects on the brain. Specifically, some recent research showed that CBD impacts the synthesis and release of neurotransmitters in the rat Hypo-E22 cells and isolated hypothalamus, including dopamine, norepinephrine, and serotonin (di Giacomo et al. 2020). In the rat ventromedial hypothalamus, CBD has been shown to cause panicolytic-like effects and reduce fear-induced responses, which may be important for managing anxiety-related behaviors (Khan et al. 2020). Furthermore, CBD influences the hypothalamic–pituitary–adrenal (HPA) axis by enhancing its responsivity and normalizing anxiety-like behaviors, particularly in females, suggesting sex-specific effects on stress responses (Jenkins et al. 2025).

Given the fundamental role of gene expression in the hypothalamus’s regulatory functions, this study undertook the analysis of changes arising in hypothalamic cells’ transcriptome following various CBD treatments. For this purpose, we used a hypothalamic cellular model, which allowed us to simplify the complexity of hypothalamic structures and complex interactions with other brain structures, but also abolished the need for animal sacrifice at this stage of experiments. Various hypothalamic cell models, derived from both embryonic (HypoE) and adult primary (HypoA) cultures, are currently available (Dalvi et al. 2011, 2021). These cell lines, immortalized by using a retroviral vector encoding the temperature-sensitive SV40 large T antigen, maintain fundamental characteristics of hypothalamic neurons, including neuronal morphology and expression of hypothalamus-specific markers. To investigate the influence of CBD on transcriptomic profiles of hypothalamic neurons, we employ adult-derived mHypoA-2/12 mouse cell lines. These cell lines have been demonstrated to be valuable models expressing key feeding-related neuropeptides, including NPY and AgRP, along with receptors such as NPY Y1R, NPY Y5R, melanocortin 3 receptor (MC3R), insulin receptor (IR), leptin receptor (Lep-R), ghrelin receptor (GHSR), and glucagon-like peptide receptor type 1 and 2 (GLP-1R, GLP-2R) (Dalvi et al. 2011, 2021).

In the course of the study, the neural cells were treated with different CBD doses and vehicle as a control for 6 and 24 h (h). The experiment setup allowed us to evaluate both dosage and time-dependent effect of CBD on hypothalamic cells, particularly on their viability, apoptosis and transcriptome profile, including specific genes expression. The transcriptome-wide method we employed enabled the formulation of a simplified, general hypothesis that CBD impacts the cells’ transcriptome. Our detailed analysis focused on identifying the altered pathways and associated biological processes. The results showed coordinated gene expression changes across different CBD treatments, revealing some of the mechanisms of CBD action in hypothalamic neural cells.

## Material and methods

### Cell culture and treatments

The adult mouse hypothalamic cell lines mHypoA-2/12 (Clu177) were purchased from Cedarlane (Canada) and cultured in 6 well plates (Thermo Fisher Scientific, USA) with Dulbecco’s Modified Eagle’s Medium with GlutaMAX (DMEM, 4500 mg/L, Gibco—Thermo Fisher Scientific, USA) supplemented with 10% fetal bovine serum (FBS, Gibco, Thermo Fisher Scientific, USA) and 1% Gibco™ Antibiotic–Antimycotic (10,000 units/mL of penicillin, 10,000 μg/mL of streptomycin, and 25 μg/mL of Gibco Amphotericin B, Thermo Fisher Scientific, USA) maintained at 37 °C and 5% CO^2^ until 75% confluency. The following day, the cells were cultured in DMEM with GlutaMAX, supplemented with CBD (0.325, 0.75, 1.5, and 3 µM) (MERCK, USA) either for 6 h (n = 3 for each concentration) or for 24 h (n = 3 for each concentration). CBD was suspended in DMSO and diluted to a final concentration in DMEM with GlutaMAX (final DMSO concentration of 0.1% in assay media). The vehicle control was 0.1% DMSO in the DMEM with GlutaMAX.

### Cellular tests

#### Cell viability assay

Cell viability assays were performed on separate cell cultures treated at the same time as ones for RNA-Seq using the RealTime-Glo™ MT Cell Viability Assay according to the manufacturer’s protocol (Promega, USA). Cells were seeded at a density of 4000 cells/well into white-walled 96-well opaque assay plates. After the plated cells were allowed to attach overnight, they were treated with CBD concentrations ranging from 0.325 to 3 µM. The MT Cell Viability Substrate and NanoLuc Enzyme were equilibrated to 37 °C, 2 × RealTime-Glo reagent was prepared, and an equal volume was added to each well. For time zero measurements, cells were incubated with reagent for 20 min at 37 °C, and luminescence intensity was determined on a TECAN Infinite M200 PRO microplate reader. Luminescence was measured at 6 and 24 h after the addition of CBD.

#### Caspase activity

Caspase 3/7 activity was determined according to the manufacturer’s protocol. Briefly, mHypoA-2/12 cells (15 × 10^3^ cells per well) were grown in a 96-well white plate and exposed to CBD for 6 h or 24 h. Cells with the addition of 5 μM staurosporine (0.1% final DMSO; Merck, USA) for 6 h were used as a positive control. For the assay, Caspase-Glo 3/7 reagent was added to all the wells in a 1:1 ratio and after shaking at room temperature for 30 min, the lysates were analyzed with the luminometer (Infinite M200 PRO, TECAN, Switzerland).

### Transcriptome analysis

After the treatment time elapsed, cells were trypsinized, transferred to centrifuge tubes, and centrifuged at 500 RCF for 5 min to form pellets. Following removal of the supernatant, the cell pellets were snap-frozen at − 80 °C and stored until RNA isolation. Total RNA was isolated using the standard TRI Reagent™ Solution (ThermoFisher Scientific, USA) procedure. The quality of the RNA isolates was evaluated using the TapeStation 4150 System (Agilent, USA), and RNA quantification was performed using the Qubit RNA BR assay (ThermoFisher Scientific, USA).

Library preparation was carried out with 50 ng of total RNA using the QuantSeq 3′ mRNA-Seq Library Prep Kit FWD (Lexogen, Austria). This kit generates one fragment per transcript at the 3′ end, reducing the number of raw reads generated per sample to approximately 3 million (M). The quality of the indexed libraries was checked using the TapeStation 4150 System (Agilent, USA) and quantified using the Qubit dsDNA BR kit (ThermoFisher Scientific, USA). Finally, the library pools were sequenced commercially by the OMRF Clinical Genomics Center (CGC) in a single-end 150 bp run on a NovaSeq 6000 System (Illumina, USA), yielding at least 6–7 M reads per sample. These raw sequences and read counts were deposited in the Gene Expression Omnibus (GEO) and Sequence Read Archive (SRA) databases of the National Center for Biotechnology Information (NCBI) under accession number GSE270378.

### Bioinformatic analysis

The raw sequencing reads received were quality-checked using FastQC (v0.11.9) software. Filtering and trimming were done using Flexbar software (3.5.0) (Dodt et al. 2012). During filtering, low-quality read ends, adapter sequences, and reads that were too short after trimming were removed. High-quality cleaned reads were mapped to the Mouse GRC39 genome assembly using the STAR aligner software (2.7.5c) (Dobin et al. 2013). Mapped reads were counted using MM109 (Ensembl) annotation and Htseq-count (1.99.2) (Anders et al. 2015) software. Normalization of red counts and differential expression (DE) analysis were performed using DESeq2 (v3.16) (Love et al. 2014) software. An FDR < 0.1 was required to consider a gene as differentially expressed. The DE genes were analyzed for their functional implications by enrichment analysis in a specific GO BP (gene ontology biological processes), KEEG (Kyoto Encyclopedia of Genes and Genomes), and GO CC (cellular components) categories using iDEP2.0 server (Ge et al. 2018). Additional functional enrichment analysis was performed with WebGestalt (WEB-based GEne SeT AnaLysis Toolkit) (Liao et al. 2019). Venn diagrams were prepared using online tools (https://bioinformatics.psb.ugent.be/webtools/Venn/) (Heberle et al. 2015).

### qPCR validation of 3′mRNA-Seq

Due to the insufficient amount or total RNA from initial treatments and purification, qPCR validation of 3′mRNA-Seq results was conducted based on replicated experiments on the same cell line. The cells were treated as in the main experiment with all CBD doses and vehicle as control. Only 24-h treatment was replicated. For validation, four genes that were differently expressed in at least three comparisons (treatments) in a major experiment (in 24-h treatment) were selected. The genes included *Mmp13*, *Naca*, *Ifitm2*, and *Gm8960*. 

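Levels of these genes in the 24 h libraries of the main experiment are given here, since the selection was made on them. *Naca* (ENSMUSG00000061315, chromosome 10) was at 303 ± 65.6 CPM (SD, n = 3) at 0.325 µM of CBD and 194 ± 11.9 CPM (SD, n = 3) in vehicle. Its log2 fold change of CBD against vehicle was 0.65 (standard error 0.15), with an FDR of 0.17 from the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment. *Ifitm2* (ENSMUSG00000060591, chromosome 7) was at 96.0 ± 12.9 CPM against 139 ± 18.4 CPM (log2 fold change −0.53, standard error 0.14, edgeR FDR = 0.267). *Gm8960* (ENSMUSG00000112099), a processed pseudogene on chromosome 10, was at 54.3 ± 3.34 CPM against 90.7 ± 14.6 CPM (log2 fold change −0.74, standard error 0.19, edgeR FDR = 0.263). In the lists of the paper, these 3 genes appear at 0.325 µM only, and *Mmp13* appears at 3 doses of 24 h. Naca and Ifitm2 have close copies in the genome and Gm8960 is itself a copy, so that reads shared with other copies were not counted on them.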

The *Hprt* gene was used as an endogenous control (Zamani et al. 2020). Primer sequences are provided in Supplementary File 1.

Genes were tested using RT-qPCR to verify the reliability of the analysis. For this purpose, cDNA was synthesized using 500 ng of RNA and the High-Capacity RNA-to-cDNA kit (Thermo Fisher Scientific), following the manufacturer’s protocol. RT-qPCR was performed with the AmpliQ 5 × HOT EvaGreen® qPCR Mix Plus (ROX) kit (Novazym, Poznan, Poland) and primers for mRNA sequences spanning two adjacent exons. Each sample was run in triplicate using Quant Studio 7 Flex (Thermo Fisher Scientific). The relative expression levels of each gene were calculated using the ΔΔCt method. Standardization was performed based on *Hprt* as the internal control.

Relative expression concordance between RNA-Seq and qPCR methods was assessed based on the correlation coefficient analysis on mean expression values within groups. Calculations were performed using JASP 0.11.1 software. The Spearman correlation coefficient was selected for this analysis, following data distribution evaluation using the Shapiro–Wilk test.

## Results

### Effect of CBD exposure on cells viability and apoptosis

To assess the impact of CBD on mHypoA-2/12 cell viability, the cells were treated with increasing concentrations of CBD (0.25, 0.75, 1.5, and 3 µM) for 6 or 24 h. Notably, within 24 h of exposure, CBD significantly enhanced cell survival across all concentrations (Fig. 1; *p* < 0.002 vs. vehicle control). As illustrated in Fig. 1, there is a notable increase in cell viability after 6 h of CBD treatment, particularly with concentrations of 0.75 and 1.5 µM (Fig. 1; *p* < 0.0004).

**Fig. 1:**
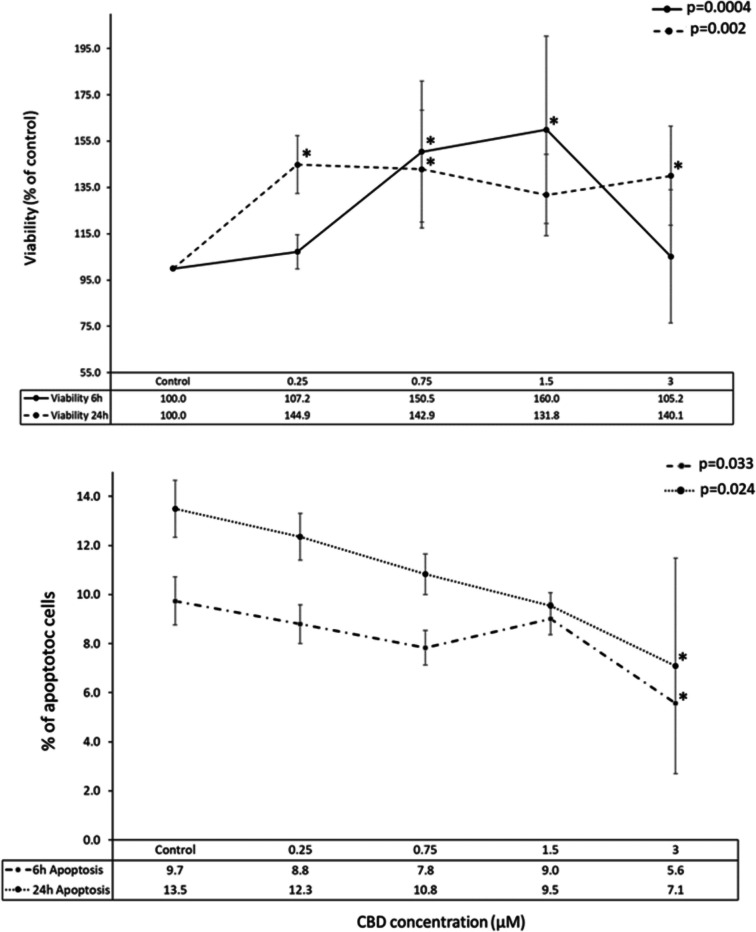
Results of caspase 3/7 and MMT assay for cells treated with various concentrations of CBD. *P*-values of the Kruskal–Wallis ANOVA test are provided. *Statistically significant difference (adjp < 0.05) after correction for multiple testing for comparison of a specific CBD concentration against vehicle control

To investigate whether CBD-induced cell death occurred via apoptosis, we measured caspase 3/7 activity. Interestingly, at the highest CBD concentration (3 µM), caspase 3/7 activity significantly decreased after both 6 and 24 h (Fig. 1; *p* < 0.033 and *p* < 0.024, respectively). However, no significant changes in caspase 3/7 activity were observed in the remaining experimental conditions.

### Sequencing statistics and general genes expression profile differentiation

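The mHypoA-2/12 line is an immortalized line of neurons from the adult mouse hypothalamus. Its RNA was sequenced from the 3′ end of transcripts (QuantSeq 3′ mRNA-Seq) after 6 h or 24 h with vehicle or with CBD at 0.325, 0.75, 1.5 or 3 µM. The 30 libraries form 10 groups of 3. They carry the authors' labels A1 to A30. Libraries A1 to A3 are the vehicle at 6 h, A4 to A6 are 3 µM, A7 to A9 are 1.5 µM, A10 to A12 are 0.75 µM and A13 to A15 are 0.325 µM at 6 h. Libraries A16 to A18 are 3 µM, A19 to A21 are 1.5 µM, A22 to A24 are 0.75 µM, A25 to A27 are 0.325 µM and A28 to A30 are the vehicle at 24 h. No replicate number is shared between groups and no batch is labelled, so neither a pairing nor a batch term was used. The deposited files hold the number of reads that the authors counted on each of 56941 Ensembl genes with HTSeq-count, after trimming with Flexbar and mapping to GRCm39 with STAR. These counts are not normalized. At 6 h, the reads counted on genes ranged from 1839621 to 3574833 per library in the vehicle group (median 1919498), from 2312145 to 2693650 at 0.325 µM (median 2604452), from 2696044 to 3274523 at 0.75 µM (median 2715507), from 2429400 to 2542865 at 1.5 µM (median 2507629) and from 2287249 to 3239116 at 3 µM (median 2363117). At 24 h, they ranged from 2942410 to 4162843 in the vehicle group (median 3020841), from 3506651 to 4420675 at 0.325 µM (median 3927377), from 2392063 to 2750965 at 0.75 µM (median 2678998), from 2192094 to 3640723 at 1.5 µM (median 2448694) and from 2304492 to 2518615 at 3 µM (median 2365990). The depth that the paper states counts raw sequencing reads. All values given with these data use the reads counted on genes. Each time point was analysed as a set of 15 libraries. The filter of edgeR (filterByExpr) left 12012 genes at 6 h and 12118 genes at 24 h. Counts were normalized with TMM, and the groups were compared by the quasi-likelihood F-test of edgeR. The FDR is the p-value of this test after Benjamini-Hochberg adjustment over all genes tested, and an FDR below 0.1 was required, as in the paper. Log2 fold changes are CBD against vehicle, so that a positive value stands for a higher level in CBD-treated cells. Levels of single genes are TMM-normalized CPM as computed by edgeR, given as mean ± SD. The common biological coefficient of variation was 0.179 at 6 h and 0.150 at 24 h. Replicate libraries differed by more than counting noise: over the 30 pairs of replicates, the chi-square per gene ranged from 2.17 to 12.0. Standard errors of edgeR include the spread between replicates, while limits derived from the number of reads cover the counting error only. Symbols and gene positions were taken from GENCODE M21 (GRCm38), which names 51948 of the 56941 genes.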

In total, for 3′mRNA-Seq experiment, more than 210 M sequencing reads were generated for 30 samples—around 7 M per sample on average. Of the raw reads, on average 98.9% passed initial filtering and 54% were uniquely mapped against the newest available reference genome sequence. More than 75% of the mapped reads were located within annotation features (genes) (Supplementary File 2). 

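Over the 30 libraries, 84273080 reads were counted on genes. Of the uniquely mapped reads, 20.0% lay outside genes and 4.92% overlapped more than 1 gene. The share on genes ranged from 73.0% in library A30 to 77.3% in library A13. At 24 h, the share outside genes was 21.4% ± 0.714 (SD, n = 3) in the vehicle group and 21.4% ± 0.487 (SD, n = 3) at 3 µM, against 19.7% ± 0.560 at 1.5 µM, 19.4% ± 0.608 at 0.75 µM and 19.4% ± 0.266 at 0.325 µM. At 6 h, the group means lay between 19.4% and 20.2%. Genes of the mitochondrial genome took between 7.10% and 9.82% of the counted reads, and the 10 most abundant genes of each library took between 10.6% and 13.4%. Reads that mapped to more than 1 place were not counted on any gene, and 619734 to 1239550 such alignments were recorded per library. The counts of genes with close paralogs or pseudogenes are therefore incomplete.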

Gene-related read counts were further used for differential expression analysis between various experimental conditions and transcriptome profile differentiation analysis.

In 6-h treatment, CBD supplementation at various concentrations induced only a minor change in neural cells transcriptomes, but genially, expression profile of treated cells differed form control cells (vehicle). This was visible in principal components analysis (PCA) in which control cells clustered separately from a mixed group of cells treated with different concentrations of CBD. 

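With the 12 CBD-treated libraries of 6 h pooled against the 3 vehicle libraries, 90 genes passed the FDR threshold, 29 of them higher and 61 lower in CBD-treated cells, and 1234 genes had an unadjusted p below 0.05. The number depended on single libraries: it was 51 without the vehicle library A2, 81 without A1 and 304 without A3. Without the 3 µM library A4 or A5 it was 58 or 54. With no filter on low counts it was 263, and with the share of reads outside genes as a covariate, a setting chosen after the values were seen, it was 329. In 174 genes (1.45%), all 12 CBD-treated libraries lay on the same side of all 3 vehicle libraries, where random grouping gives 0.440%. Among the 90 genes, *Ndrg1*, *Sqstm1*, *Hes1*, *Ppp1r15a* and *Mmp3* had the smallest p of those without such overlap. *Ppp1r15a* (ENSMUSG00000040435, chromosome 7) was at 11.5 ± 2.26 CPM (SD, n = 12) in CBD-treated cells and 33.7 ± 8.51 CPM (SD, n = 3) in vehicle (log2 fold change −1.57, standard error 0.20, edgeR FDR = 0.000382). *Sqstm1* (ENSMUSG00000015837, chromosome 11) was at 374 ± 39.2 CPM against 590.4 ± 96.3 CPM in vehicle (log2 fold change −0.66, standard error 0.11, edgeR FDR = 0.00476). *Hes1* (ENSMUSG00000022528, chromosome 16) was at 129 ± 50.3 CPM in vehicle and lower with CBD (log2 fold change −1.18, standard error 0.19, edgeR FDR = 0.00367). All 12 CBD-treated libraries lay below all 3 vehicle libraries in these 3 genes and in *Ndrg1*, and above them in *Mmp3*.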

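On log2 CPM of the 12012 genes (prior count 2), the first component held 16.9% and the second 10.6% of the variance at 6 h. The vehicle libraries had the 3 highest values on the second component, from 17.2 to 32.7, while the highest value of a CBD-treated library was 3.18. On the first component, the vehicle library A3 lay at 41.8 and the vehicle libraries A1 and A2 at −22.3 and −17.4. Over all genes, the separation of vehicle from CBD-treated libraries was measured by a pseudo-F of Euclidean distances. It was 1.39, and 15 of the 455 splits of the libraries into 3 and 12 gave as large a value (exact permutation test, one-sided, p = 0.033). With a variance stabilizing transformation the pseudo-F was 1.55 (exact permutation p = 0.0505). Without library A1 it was 1.31 (exact permutation p = 0.066), and without library A2 it was 1.25 (exact permutation p = 0.143). Against each dose alone, the pseudo-F lay between 1.04 and 1.16, with exact permutation p of 0.3 to 0.4, where 3 libraries against 3 cannot give a p below 0.1. The paper describes the change at 6 h as minor, and points to the separate position of the control cells in the PCA.

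**Figure D1:**
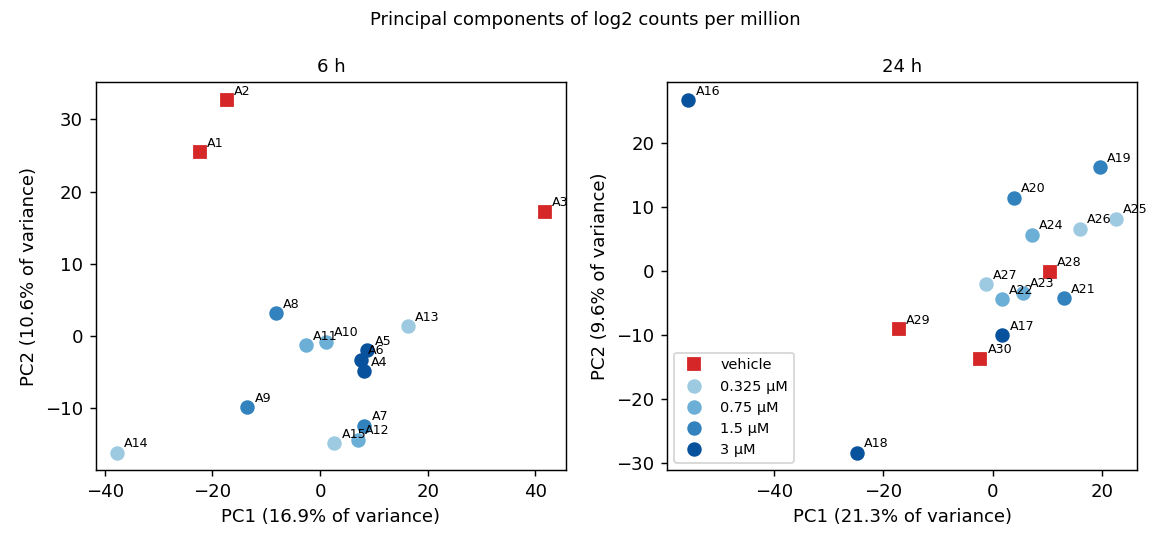
First and second principal components of log2 CPM of the 15 libraries at 6 h and at 24 h, with the share of variance on each axis. Squares are vehicle libraries and circles are CBD-treated libraries, shaded by dose. At 6 h, the vehicle libraries sit above 17 on the second component, and at 24 h library A16 (3 µM) sits at −55.6 on the first.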

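In the PCA of the 24 h libraries, the first component held 21.3% and the second 9.56% of the variance. The 3 µM library A16 lay at −55.6 on the first component, and the others between −24.8 and 22.5. The pseudo-F of vehicle against the CBD-treated libraries was 0.956, a value that other splits of the libraries into 3 and 12 often reached (exact permutation test over 455 splits, one-sided, p = 0.448). From the centroid of the vehicle libraries, the centroid of the 3 µM libraries was 38.3 away, and those of 0.325, 0.75 and 1.5 µM were 35.2, 35.8 and 35.7 away. The mean distance between replicates was 69.5 at 3 µM and 55.6 in vehicle. Against each dose alone, the pseudo-F was 1.25 at 0.325 µM, 1.25 at 0.75 µM, 1.18 at 1.5 µM and 1.10 at 3 µM. The exact permutation p was 0.2, 0.1, 0.2 and 0.2, where 0.1 is the lowest possible value. Although its centroid lay farthest away, 3 µM thus had the lowest pseudo-F of the doses. In a contrast chosen after the values were seen, vehicle and 3 µM together against the 3 lower doses, 1037 genes had an edgeR FDR below 0.1. The other ways of setting 2 of the 5 groups against 3 gave 0 to 205 genes (381 to 1950 with an unadjusted p below 0.05). The 3 µM group alone against the 3 lower doses gave 1275 genes (2620 with an unadjusted p below 0.05). With the share of reads outside genes as a covariate, the contrast of vehicle and 3 µM gave 0 genes.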

At 24-h treatment, the separation of control cells from treatments was not so clearly visible, and they co-localized in the PCA graph with 3 µM CBD-treated cells (Fig. 2).

**Fig. 2:**
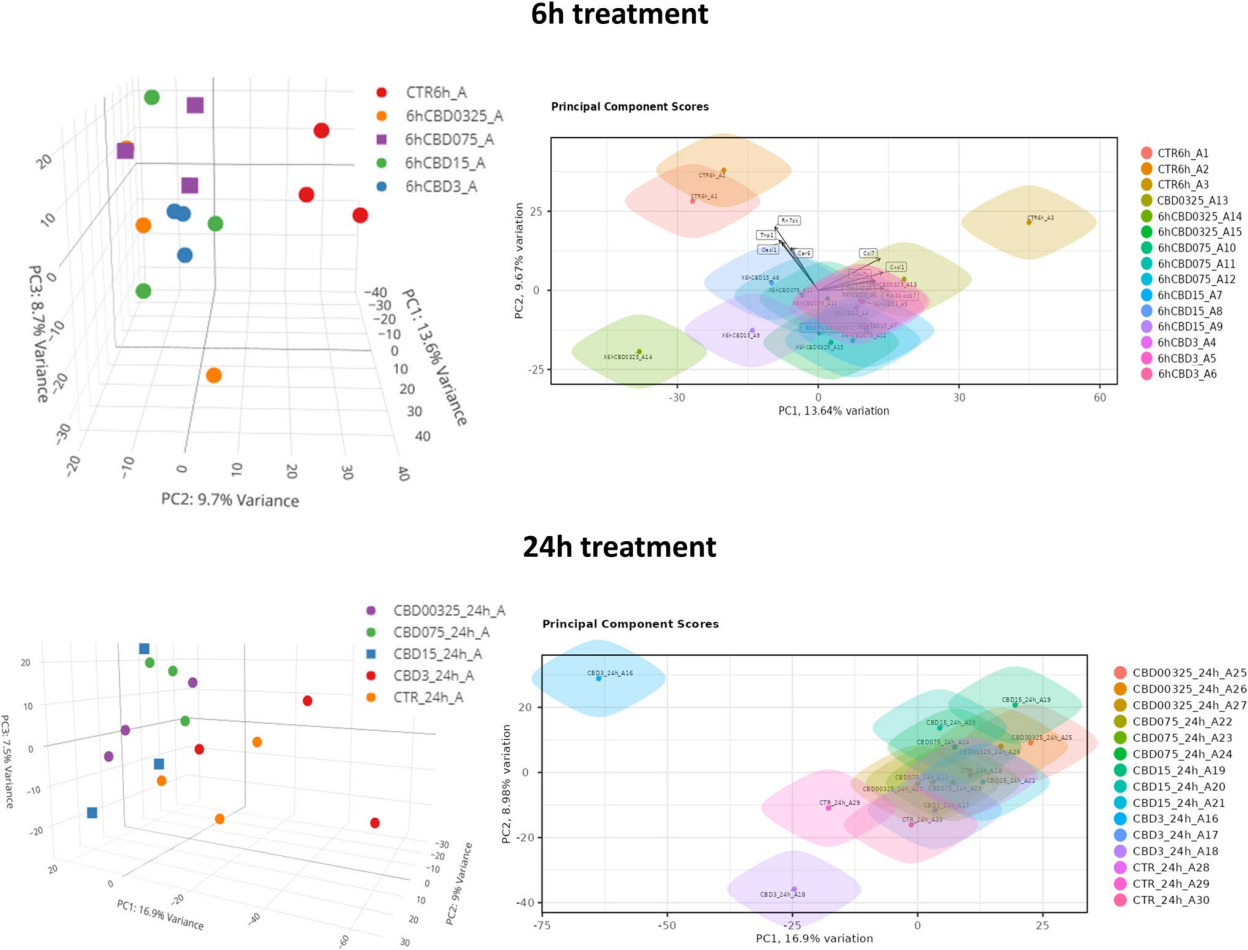
Expression profile differentiation using principal components analysis (PCA) method among cells treated with different CBD concentrations and after different times of CBD treatment

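At 6 h, 24 genes were differentially expressed at 0.325 µM of CBD, 9 at 0.75 µM, 12 at 1.5 µM and 6 at 3 µM (edgeR FDR below 0.1). An unadjusted p below 0.05 was found for 1057, 936, 950 and 872 genes at these doses. With DESeq2, the tool that the paper names, the numbers were 71, 48, 56 and 48. With only the 6 libraries of the 2 groups in the fit, they were 0, 2, 0 and 3. With no filter on low counts, they were 151 at 0.325 µM, 106 at 1.5 µM and 92 at 3 µM. Single libraries moved them as well: without the vehicle library A3 there were 108, 173, 50 and 135 genes. Without library A14 there were 0 genes at 0.325 µM, without A12 there was 1 gene at 0.75 µM, without A7 there were 0 genes at 1.5 µM, and without A5 there were 0 genes at 3 µM. Among the doses themselves, an F-test of any difference between the 4 CBD groups gave 0 genes at this FDR and 452 genes with an unadjusted p below 0.05. The lists of altered genes in Supplementary File 4 of the paper contain 24 of the 24 genes found at 0.325 µM, 9 of the 9 at 0.75 µM, 8 of the 12 at 1.5 µM and 6 of the 6 at 3 µM. Adjusted over the list alone, all 69, 49, 53 and 37 genes of the paper's lists had an FDR below 0.1, which is not independent evidence because the lists were drawn from these libraries.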

In 6-h treatment, the highest amount of genes was altered by the lowest applied CBD concentration (0.325 µM; *n* = 369) and in contrast, the lowest number of genes was altered by the highest CBD dose (3 µM; *n* = 37) (Supplementary File 3). 

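Of the 69 genes that Supplementary File 4 of the paper lists at 0.325 µM of CBD and 6 h, 42 (60.9%) were higher and 27 were lower in CBD-treated cells than in vehicle. At 0.75 µM, 32 of the 49 listed genes (65.3%) were higher. At 1.5 µM, 26 of 53 (49.1%) were higher, and at 3 µM, 16 of 37 (43.2%) were higher and 21 (56.8%) were lower. Among the genes found here by the edgeR test, 11 were higher and 13 lower at 0.325 µM, 4 higher and 5 lower at 0.75 µM, 7 higher and 5 lower at 1.5 µM, and 1 higher and 5 lower at 3 µM. The comparisons in Supplementary File 3 of the paper name the control first. Over 1655 genes read from it for 6 h, a part of that file, its log2 fold changes correlated with those of CBD against vehicle with a Pearson's r of −0.9998 at 0.325 µM, and 99.3% to 99.6% of the genes had the opposite sign. This correlation is across genes, which are not independent replicates. The log2 fold changes read from that table for 6 h are thus vehicle against CBD.

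**Figure D2:**
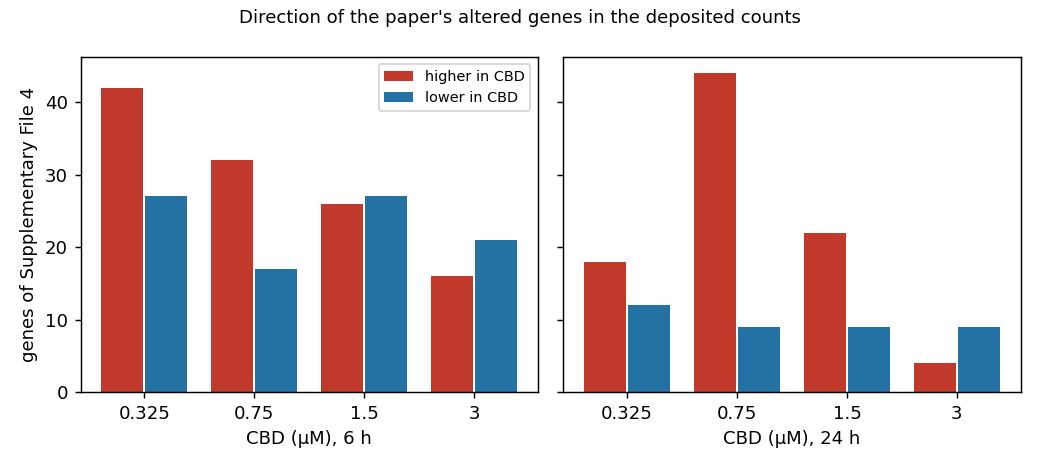
Number of genes of the paper's lists in Supplementary File 4 that were higher (red) or lower (blue) in CBD-treated cells than in vehicle, by dose (µM), at 6 h and 24 h. At 6 h and 0.325 µM, 42 genes are higher and 27 lower.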

At lower CBD concentrations, the genes were mainly downregulated (60.9 and 65.3% for 0.325 and 0.7 µM CBD, respectively), while the 3 μM CBD dose was associated with predominant genes upregulation (56.8%) (Fig. 3).

**Fig. 3:**
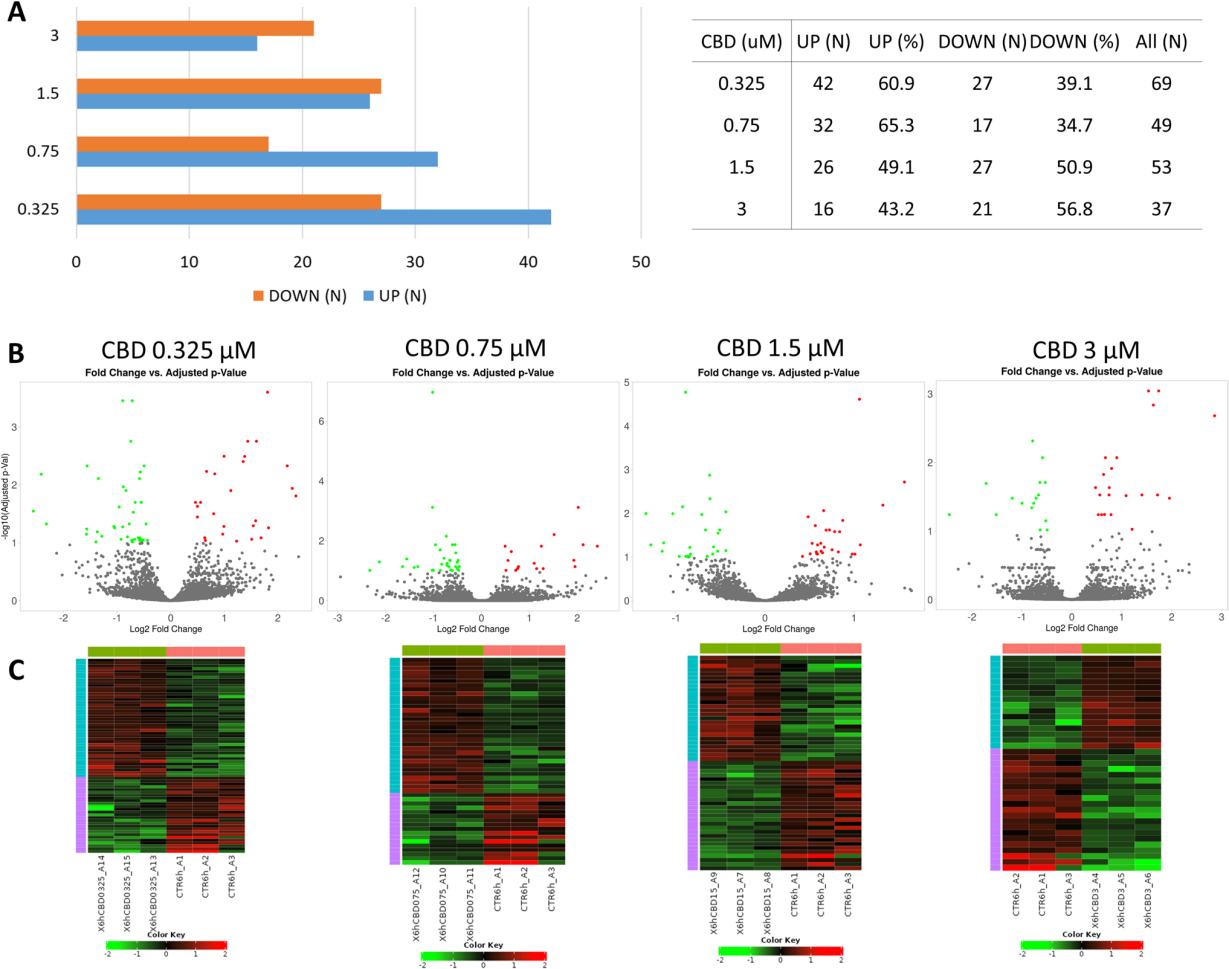
Results of differential expression analysis among cells treated with different concentrations of CBD for 6 h. **A** Number of differentially expressed genes and their regulation; **B** volcano plot for all analyzed genes (significantly altered genes (FDR < 0.1) are marked in red/green); **C** heatmaps for differentially expressed genes

Following 24 h of treatment, again the highest amount of genes was altered by lower CBD concentrations (0.0325 and 0.075 µM; *n* = 331 and 53, respectively) (Supplementary File 3). 

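After 24 h, the edgeR test gave 8 genes at 0.325 µM of CBD, 10 at 0.75 µM and 5 at 1.5 µM, while 1009, 924 and 889 genes had an unadjusted p below 0.05. DESeq2 gave 17, 40 and 19 genes. With only the 6 libraries compared, there were 11, 102 and 16 genes. With no filter on low counts, there were 79, 79 and 44 genes. Leaving out the 3 µM library A16 raised the number at 0.75 µM to 52 and that at 1.5 µM to 13. Leaving out library A27 raised the number at 0.325 µM to 46, and leaving out A25 lowered it to 1. The numbers without A23 at 0.75 µM and without A19 at 1.5 µM were 4 and 1. Of the genes found, 5, 9 and 5 are in the paper's lists for these doses, all of whose 30, 53 and 31 genes had an FDR below 0.1 when adjusted over the list alone.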

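At 3 µM of CBD and 24 h, 1 gene, *Elp6*, was differentially expressed, while 1110 genes had an unadjusted p below 0.05. There were 13 genes with DESeq2, 116 with no filter on low counts, and 288 without the 3 µM library A17. *Elp6* is in the paper's list for this dose. The test of any difference among the 4 CBD doses gave 234 genes at 24 h, and 1753 with an unadjusted p below 0.05. Without the 3 µM group, that test gave 1 gene among the 3 lower doses (622 with an unadjusted p below 0.05). Without library A18 it gave 9 genes and without library A17 it gave 1085.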

The lowest amount of altered genes was observed for cells treated with 3 µM of CBD (*n* = 313). 

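By the deposited counts at 24 h, 18 of the 30 genes in the paper's list for 0.325 µM were higher in CBD-treated cells, as were 44 of the 53 genes for 0.75 µM (83.0%) and 22 of the 31 genes for 1.5 µM (71.0%). In the list for 3 µM, 4 of the 13 genes were higher and 9 were lower. Of the genes found by the edgeR test, 6 were higher and 2 lower at 0.325 µM, and all of the 10, 5 and 1 found at 0.75, 1.5 and 3 µM were higher.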

In the most treatments, (except 3 µM CBD), CBD caused mainly downregulation of genes expression (Fig. 4).

**Fig. 4:**
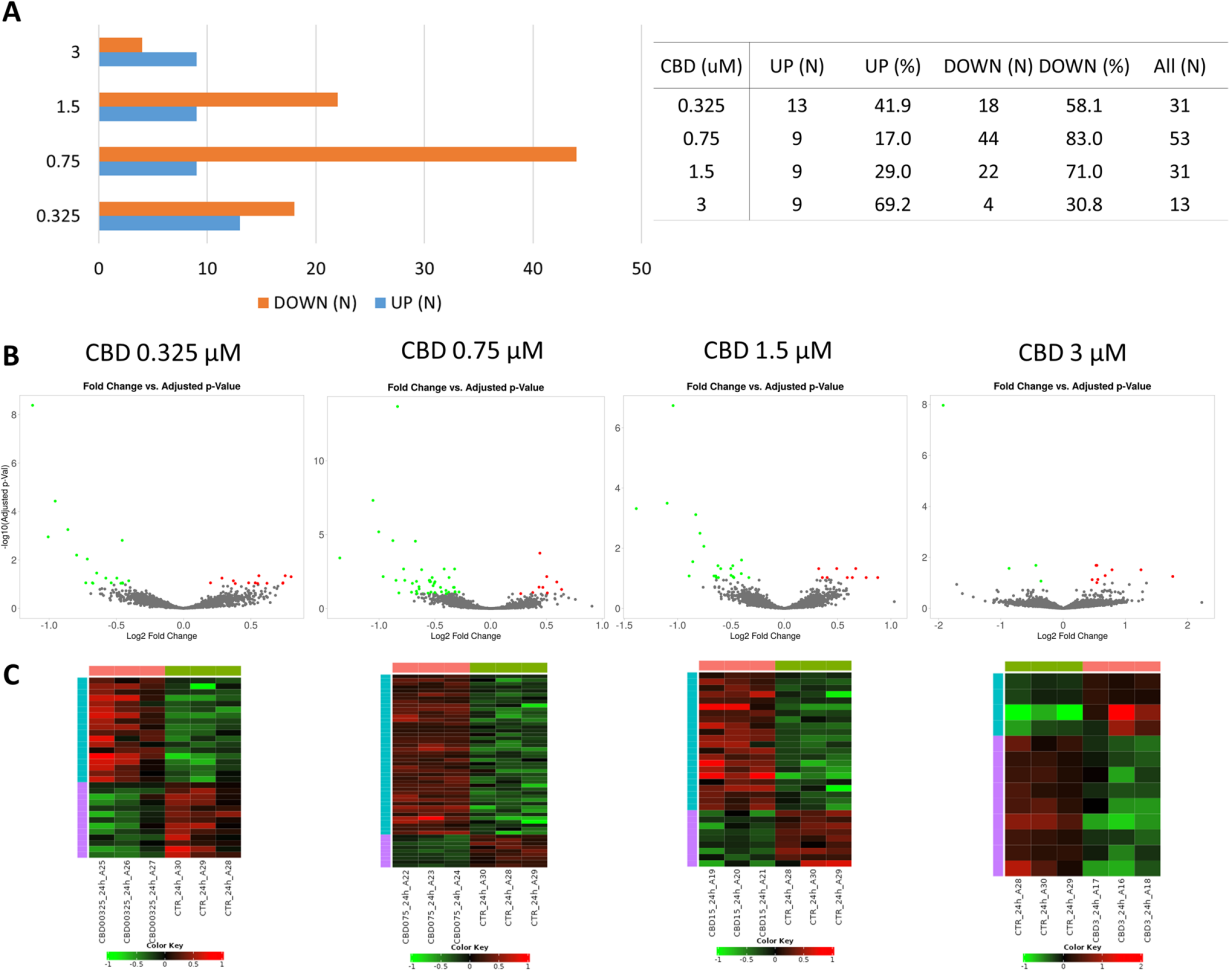
Results of differential expression analysis among cells treated with different concentrations of CBD for 24 h. **A** Number of differentially expressed genes and their regulation; **B** volcano plot for all analyzed genes (significantly altered genes (FDR < 0.1) are marked in red/green); **C** heatmaps for differentially expressed genes

Of the 141 different genes whose expression was altered by CBD in 6-h treatment, six were affected by all applied CBD concentrations, and other 11 by at least three different CBD doses. 

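At 6 h, 34 genes were differentially expressed at any of the doses by the edgeR test, of which 24 were found at 1 dose only. The 2 genes found at all 4 doses were *Ppp1r15a* and *Rn7sk*, and *Hmox1*, *Mmp3* and *Mndal* were found at 3 doses. DESeq2 gave 150 genes at any dose and 6 at all 4. The 4 comparisons share the same vehicle libraries, so that a deviation of these libraries enters all of them. In 20 simulations of 15 libraries without any change, on average 0.7 genes (at most 5) were found at any dose, and 0 genes at all 4. Regrouping the real libraries gave more. Of the 10 splits per dose, the real one included, 3, 2, 3 and 1 gave as many genes as the real one. The largest other counts were 1118, 96, 176 and 4, from 0.325 to 3 µM. Log2 fold changes of 2 doses correlated across genes at 0.625 on average, against 0.515 in the simulations (at most 0.536). The simulations gave every group the same spread, while the real vehicle libraries lay farther from each other than those of any dose. When the vehicle library A3 was left out, 280 genes were found at any dose and 28 at all 4. Without A2, 10 and 0 genes were found. Of the 18 genes that the paper's lists share among 3 or 4 doses, 8 were higher and 10 were lower than vehicle at every dose. Among the 6 genes that the lists share among all 4 doses, *Mmp3* and *Timp1* were higher, and *Ndrg1*, *Sqstm1*, *Mndal* and *Cdkn1a* were lower.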

The cells treated with 3 μM CBD solution had the most distinct profile of genes expression changes showed by the lowest amount of genes that were commonly altered by other treatments (Fig. 5). 

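Of the 6 genes found at 3 µM and 6 h, 4 were also found at another dose. The same held for 10 of the 24 genes at 0.325 µM, 4 of the 9 at 0.75 µM and 9 of the 12 at 1.5 µM. The log2 fold changes at 3 µM correlated with those at the other doses at 0.611 on average over the 12012 genes, against 0.634 for 0.325 µM, 0.616 for 0.75 µM and 0.640 for 1.5 µM. When the 3 µM libraries were tested against the 3 lower doses together, 0 genes had an edgeR FDR below 0.1 and 624 had an unadjusted p below 0.05.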

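After 24 h, 15 genes were differentially expressed at any dose, of which 9 were found at 1 dose only. None was found at all 4 doses, although 889 to 1110 genes per dose had an unadjusted p below 0.05. The 3 genes found at 3 doses were *Elp6*, *Mmp13* and *Saa3*. *Mmp13* and *Saa3* were found at the 3 lower doses, and *Elp6* at the 3 higher doses. With DESeq2, 63 genes were found at any dose and 1 at all 4, and without the 3 µM library A17, 322 genes were found at any dose. In 20 simulations of libraries without any change, 1.2 genes on average (at most 5) were found at any dose. Of the 10 splits of the real libraries per dose, the real one included, 2, 1, 1 and 3 gave as many genes as the real one. The largest other counts were 8, 0, 0 and 720, from 0.325 to 3 µM.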

After 24-h incubation with CBD, of the 89 altered genes, only one was common for all treatments, however nine others were common for three lower CBD doses. 

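The genes *Cxcl12*, *Dusp1*, *Mmp13*, *Mark1*, *Amotl2*, *Rgs4*, *Osr2*, *Il1rn* and *Saa3*, which the paper's lists share among the doses 0.325, 0.75 and 1.5 µM at 24 h, were all higher in CBD-treated cells than in vehicle at these doses and at 3 µM. At 3 µM their log2 fold changes lay between 0.06 (*Cxcl12*) and 0.56 (*Rgs4*), and at the 3 lower doses between 0.44 (*Cxcl12*) and 1.12 (*Saa3*). *Saa3* (ENSMUSG00000040026, chromosome 7 of GRCm38, 46711998 to 46715700) was at 453 ± 67.4 CPM (SD, n = 3) in vehicle. It was at 986 ± 175 CPM at 0.325 µM (log2 fold change 1.12, edgeR FDR = 0.000504), 939 ± 26.8 CPM at 0.75 µM (1.05, FDR = 0.000862), 933 ± 148 CPM at 1.5 µM (1.04, FDR = 0.00203) and 647 ± 145 CPM at 3 µM (0.51, FDR = 0.442). Over the 4 doses together, the edgeR FDR was below 0.1 for *Dusp1*, *Mmp13*, *Amotl2*, *Rgs4*, *Il1rn* and *Saa3*, and was 0.346 for *Cxcl12*, 0.226 for *Mark1* and 0.151 for *Osr2*. Without library A16, *Cxcl12*, *Mark1* and *Osr2* had an FDR below 0.1 (0.0717, 0.0767 and 0.0717). *Amotl2* had an FDR above 0.1 without A23, A28, A29 or A30 (at most 0.376, without A30).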

All those nine genes were downregulated (Fig. 5). 

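The edgeR test found 3 genes both at a dose of 6 h and at a dose of 24 h, namely *Dusp1*, *Il1rn* and *Mmp13*. DESeq2 found 7 and a fit without any filter on low counts found 35. Without library A3 there were 7 and without A5 there were 0. A direct test of whether the change from vehicle to CBD differed between 6 h and 24 h, on all 30 libraries and 12790 genes, gave 30 genes at an FDR below 0.1, 16 with a larger and 14 with a smaller log2 fold change at 24 h, and 834 genes with an unadjusted p below 0.05. Without library A29, this test gave 2 genes.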

What is more, six common genes were altered in CBD-treated cells at 6 and 24 h (Supplementary File 4).

**Fig. 5:**
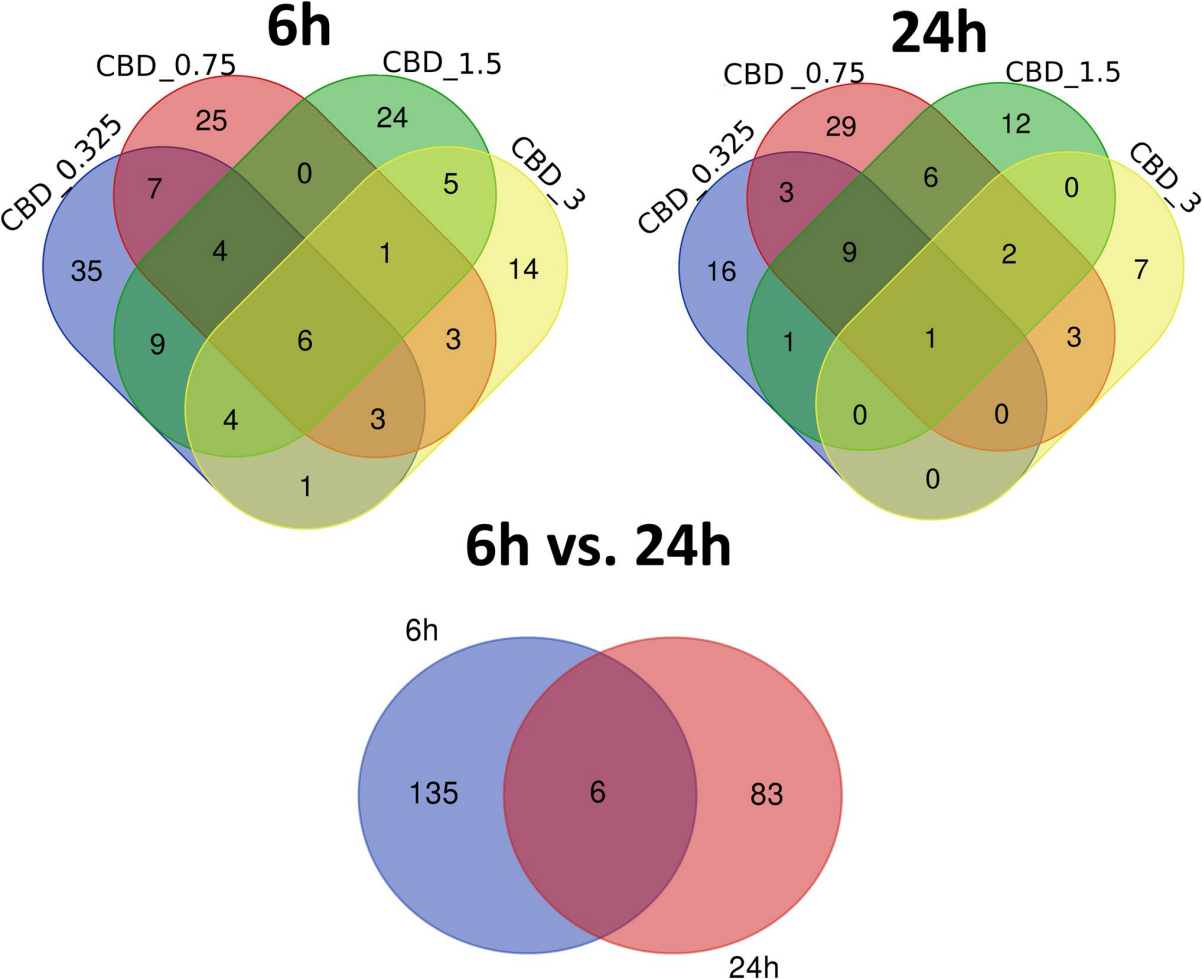
Venn diagrams for genes altered by different CBD treatments (concentrations) and treatment times

#### Functional annotation of genes altered by CBD in neural cells

After 6-h treatment of neural cells with different concentrations of CBD, in total 141 different genes were affected, from 37 (3 μM CBD) to 69 (0.325 μM) per treatment. The overrepresentation tests for those genes in GO BP and KEEG categories are presented in Supplementary File 5. Among top 50 overrepresented (FDR < 0.1) BP and KEEG pathways for lower CBD concentrations, only processes associated with upregulated genes have been found, however, in case of 3 μM concentration, both up- and downregulated genes were enriched. 

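In Supplementary File 5 and Supplementary File 6, the genes behind the enriched categories of 6 h fall under headings of up- and downregulation. Over the 4 doses, the categories headed as upregulated hold 78 pairs of a gene and a dose from 46 genes, and all of the 78 were lower in CBD-treated cells than in vehicle. Those headed as downregulated hold 36 pairs from 28 genes, and all of the 36 were higher. At 3 µM, the former held 18 genes and the latter 13.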

A comparative analysis of GO BP among various CBD treatments showed, that processes such as cell population proliferation, immune system process, cellular response to stress, cellular response to decreased oxygen levels, cellular response to hypoxia, DNA damage response signal transduction by p53 class mediator, positive regulation of programmed cell death, apoptotic process, and positive regulation of metabolic process were overrepresented by genes altered by at least three different CBD treatments. 

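In the paper's lists of genes behind these processes at 6 h, cell population proliferation held 19 genes, immune system process 23, cellular response to stress 22, cellular response to hypoxia 7, apoptotic process 17 and positive regulation of programmed cell death 10. Each of these genes was lower in CBD-treated cells than in vehicle at the doses at which the paper lists it. Among them are the immediate-early genes, which cells transcribe within minutes of a stimulus, such as *Fos*, *Egr1*, *Jun*, *Junb*, *Nr4a1* and *Dusp1*.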

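The genes that Supplementary File 5 of the paper lists for the P53 signaling pathway at 6 h were *Bbc3*, *Cdkn1a*, *Gadd45g* and *Mdm2*, all lower in CBD-treated cells than in vehicle. The same direction was found for all 11 genes listed for pathways in cancer and all 6 genes for osteoclast differentiation. A list of 27 tested target genes of p53 was tested as a whole with the 12 CBD-treated libraries against vehicle (camera of limma with a preset correlation of 0.01, Benjamini-Hochberg adjustment over 10 lists and both times). Its median log2 fold change was −0.22, and 5 of the 27 genes were higher in CBD-treated cells (FDR = 2.73e-09). The FDR was 1.63e-05 with the rotation test fry and 0.000612 with a correlation estimated from the data. Of the 27 genes, 6 passed the threshold over all genes and 10 when adjusted over the list alone. With each library left out in turn, the median lay between −0.30 and −0.13, the latter without the vehicle library A3.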

A similar analysis performed for KEEG pathways showed that pathways such as pathways in cancer, P53 signaling, and osteoclast differentiation were found to be overrepresented for at least three different CBD treatments (Supplementary File 5; Table 1). Comparative analysis of the enriched (FDR < 0.1) cellular components (Supplementary File 6) showed that categories related to, e.g., PCNA-p21 complex, PUMA-BCL-xl complex, nucleolus, extracellular region, extracellular matrix, collagen-containing extracellular matrix, external encapsulating structure, and extracellular space were associated with genes altered by more than one CBD treatment (Supplementary File 6). 

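At 6 h, the PCNA-p21 complex rests on the gene *Cdkn1a* alone and the PUMA-BCL-xl complex on *Bbc3* alone, both lower in CBD-treated cells. The 9 genes listed for the extracellular matrix, *Adamts7*, *Fbln5*, *Lman1*, *Mgp*, *Mmp13*, *Mmp3*, *Thbs2*, *Timp1* and *Tnc*, were all higher in CBD-treated cells at the doses at which the paper lists them, and so were the 6 listed for the collagen-containing extracellular matrix. A list of 37 tested genes of the extracellular matrix had a median log2 fold change of 0.22 over the 4 doses together, with 29 genes higher in CBD-treated cells (camera FDR = 1.77e-09). The FDR was 0.0661 with fry and 0.117 with the estimated correlation, above the threshold. Over all genes 5 of the 37 passed the threshold, and 18 did so when adjusted over the list alone.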

Combined analysis of all 141 genes altered by CBD in 6-h treatment revealed that (following redundancy removal by affinity propagation) the enriched BP (FDR < 0.1) included among others: response to oxygen-containing compound, cell migration, regulation of cell proliferation, intrinsic apoptotic signaling pathway by p53 class mediator, regulation of programmed cell death, response to metal ion, negative regulation of cell cycle, response to oxidative stress, and others. Detailed information on this analysis can be found in Supplementary File 7 and Fig. 6. In depth analysis of six genes that were altered by all CBD concentrations at 6-h treatment, and other 11 that were common for at least three different CBD doses (Supplementary File 4) showed that the genes were enriched (FDR < 0.1) in BP such as: wound healing involved in inflammatory response, inflammatory response to wounding and cellular response to stress. They also included two genes directly involved in extracellular matrix functioning, namely *Mmp3* and *Timp1* genes.

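Among the genes that the paper's lists share among 3 or 4 doses at 6 h, *Mndal*, *Rn7sk*, *Hmox1* and *Klf6* were lower in CBD-treated cells, and *Rpl28*, *Tmem41a*, *Tafa1*, *Maf* and ENSMUSG00000120645 were higher. The others are covered in other passages. Over the 4 doses together, *Rn7sk* (ENSMUSG00002076161), a short non-coding RNA with many pseudogene copies, was at 5.07 ± 1.78 CPM (SD, n = 12) against 31.3 ± 21.5 CPM (SD, n = 3) in vehicle (log2 fold change −2.60, standard error 0.35, edgeR FDR = 0.000493), and 8 of the 12 CBD-treated libraries lay below all vehicle libraries. *Mndal* (ENSMUSG00000090272, chromosome 1), which is induced by interferon, was at 40.4 ± 8.16 CPM against 117 ± 68.4 CPM (log2 fold change −1.53, standard error 0.21, edgeR FDR = 0.000611). *Hmox1* (ENSMUSG00000005413, chromosome 8) was at 40.7 ± 19.1 CPM against 88.8 ± 9.10 CPM (log2 fold change −1.19, standard error 0.19, edgeR FDR = 0.00367). The spread between vehicle libraries was large for *Rn7sk* and *Mndal*, and the calls of *Rn7sk*, *Mndal* and *Hmox1* were the same with any library left out. *Klf6* (ENSMUSG00000000078, chromosome 13) was at 140 ± 17.1 CPM against 198 ± 3.87 CPM (log2 fold change −0.50, standard error 0.11, edgeR FDR = 0.0301). Of the genes with higher levels, *Rpl28* (ENSMUSG00000030432, chromosome 7) was at 443 ± 59.8 CPM against 306 ± 5.57 CPM (log2 fold change 0.53, standard error 0.11, edgeR FDR = 0.0313) and *Maf* (ENSMUSG00000055435, chromosome 8) at 158 ± 22.7 CPM against 93.4 to 110.8 CPM in the single vehicle libraries (0.66, standard error 0.13, FDR = 0.0169). *Tmem41a* (ENSMUSG00000022856, chromosome 16) was at 43.2 ± 7.62 CPM against 25.3 ± 7.02 CPM (0.77, standard error 0.18, FDR = 0.0608) and *Tafa1* (ENSMUSG00000059187) at 33.4 ± 8.38 CPM against 17.8 ± 3.37 CPM (0.86, standard error 0.21, FDR = 0.0705). ENSMUSG00000120645, which has few reads in vehicle, was at 7.00 ± 1.63 CPM against 1.18 ± 0.172 CPM (2.48, standard error 0.45, FDR = 0.0086). All 12 CBD-treated libraries lay on the same side of all vehicle libraries for *Klf6*, *Rpl28*, *Maf*, *Tafa1* and ENSMUSG00000120645, and 11 did so for *Tmem41a*.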

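*Mmp3* (ENSMUSG00000043613, chromosome 9 of GRCm38, 7445822 to 7455975) was at 515 ± 62.1 CPM (SD, n = 3) in vehicle at 6 h. It was at 863 ± 149 CPM at 0.325 µM (log2 fold change 0.74, standard error 0.15, edgeR FDR = 0.0373), 1045 ± 21.7 CPM at 0.75 µM (1.02, 0.15, FDR = 0.00427), 957 ± 194 CPM at 1.5 µM (0.89, 0.15, FDR = 0.0175) and 803 ± 48.5 CPM at 3 µM (0.64, 0.15, FDR = 0.113). *Timp1* (ENSMUSG00000001131, chromosome X, 20870166 to 20874735) was at 748 ± 57.7 CPM in vehicle. It was at 1008 ± 111 CPM at 0.325 µM (log2 fold change 0.43, standard error 0.13, edgeR FDR = 0.228), 1094 ± 110.1 CPM at 0.75 µM (0.55, FDR = 0.159), 1150 ± 164 CPM at 1.5 µM (0.62, FDR = 0.0795) and 1081 ± 77.2 CPM at 3 µM (0.53, FDR = 0.152). All 3 libraries of each dose lay above all vehicle libraries for both genes, a result that random grouping gives in 5% of cases for a given direction. With DESeq2, *Mmp3* at 3 µM and *Timp1* at 0.75 and 3 µM also passed the threshold. Calls were lost when single libraries were left out. For *Mmp3* at 0.325 µM this was so without A1, A2, A14 or A15 (FDR = 0.113, 0.119, 0.114 and 0.207), and at 1.5 µM without A2, A7 or A9 (FDR = 0.164, 0.140 and 0.107). With only the 2 groups compared, *Mmp3* at these 2 doses (FDR = 0.575 and 0.291) and *Timp1* at 1.5 µM (FDR = 0.509) did not pass. In all, *Timp1* at 1.5 µM lost its call without any of A1, A2, A4 to A9 and A11.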

**Table 1:** Comparative analysis of biological processes and KEEG pathways overrepresented by different CBD treatments (concentrations) at 6-h treatment. Processes overrepresented by at least two treatments are presented along with the engaged genes

6-h treatment		
Common for CBD treatment	Category	Genes
**Biological processes**		
CBD_0.325 CBD_0.75 CBD_1.5 CBD_3	Cell population proliferation	ENSMUSG00000052837, ENSMUSG00000022528, ENSMUSG00000005125, ENSMUSG00000005413, ENSMUSG00000023034, ENSMUSG00000023067, ENSMUSG00000027803, ENSMUSG00000032402, ENSMUSG00000015837, ENSMUSG00000024190, ENSMUSG00000020184, ENSMUSG00000040435, ENSMUSG00000022528, ENSMUSG00000052684, ENSMUSG00000029377, ENSMUSG00000052837, ENSMUSG00000041313, ENSMUSG00000056708, ENSMUSG00000038418, ENSMUSG00000030717, ENSMUSG00000032501
	Immune system process	ENSMUSG00000090272, ENSMUSG00000005125, ENSMUSG00000005413, ENSMUSG00000015837, ENSMUSG00000022528, ENSMUSG00000024190, ENSMUSG00000029561, ENSMUSG00000032402, ENSMUSG00000034459, ENSMUSG00000035692, ENSMUSG00000041827, ENSMUSG00000023067, ENSMUSG00000052837, ENSMUSG00000052684, ENSMUSG00000027111, ENSMUSG00000090272, ENSMUSG00000021250, ENSMUSG00000039883, ENSMUSG00000041313, ENSMUSG00000029377, ENSMUSG00000038418, ENSMUSG00000073489, ENSMUSG00000032501, ENSMUSG00000042406,
	Regulation of cell population proliferation	ENSMUSG00000052837, ENSMUSG00000022528, ENSMUSG00000005125, ENSMUSG00000005413, ENSMUSG00000023034, ENSMUSG00000023067, ENSMUSG00000027803, ENSMUSG00000032402, ENSMUSG00000024190, ENSMUSG00000020184, ENSMUSG00000040435, ENSMUSG00000022528, ENSMUSG00000052684, ENSMUSG00000029377, ENSMUSG00000052837, ENSMUSG00000041313, ENSMUSG00000056708, ENSMUSG00000038418, ENSMUSG00000030717, ENSMUSG00000032501,
	Cellular response to stress	ENSMUSG00000002083, ENSMUSG00000024190, ENSMUSG00000040435, ENSMUSG00000023067, ENSMUSG00000005125, ENSMUSG00000005413, ENSMUSG00000015837, ENSMUSG00000020184, ENSMUSG00000021453, ENSMUSG00000021701, ENSMUSG00000032402, ENSMUSG00000052684, ENSMUSG00000009630, ENSMUSG00000023067, ENSMUSG00000038418, ENSMUSG00000021250, ENSMUSG00000028494, ENSMUSG00000056708, ENSMUSG00000024843, ENSMUSG00000040435, ENSMUSG00000042406, ENSMUSG00000030717, ENSMUSG00000032501, ENSMUSG00000073489,
CBD_0.325 CBD_0.75 CBD_1.5	Cellular response to decreased oxygen levels	ENSMUSG00000002083, ENSMUSG00000005125, ENSMUSG00000005413, ENSMUSG00000020184 ENSMUSG00000052684, ENSMUSG00000038418, ENSMUSG00000021250,
	Cellular response to hypoxia	ENSMUSG00000002083, ENSMUSG00000005125, ENSMUSG00000005413, ENSMUSG00000020184, ENSMUSG00000052684, ENSMUSG00000038418, ENSMUSG00000021250
	DNA damage response signal transduction by p53 class mediator	ENSMUSG00000020184, ENSMUSG00000023067, ENSMUSG00000023067, ENSMUSG00000005125
CBD_0.325 CBD_0.75 CBD_3	Positive regulation of programmed cell death	ENSMUSG00000023034, ENSMUSG00000002083, ENSMUSG00000021453, ENSMUSG00000005413, ENSMUSG00000023067, ENSMUSG00000024190, ENSMUSG00000040435, ENSMUSG00000052684, ENSMUSG00000030717, ENSMUSG00000042406,
	Negative regulation of cell population proliferation	ENSMUSG00000022528, ENSMUSG00000005413, ENSMUSG00000023067, ENSMUSG00000032402, ENSMUSG00000005125, ENSMUSG00000024190, ENSMUSG00000040435, ENSMUSG00000052684, ENSMUSG00000030717, ENSMUSG00000032501,
	Response to stress	ENSMUSG00000002083, ENSMUSG00000005413, ENSMUSG00000024190, ENSMUSG00000029561, ENSMUSG00000034459, ENSMUSG00000040435, ENSMUSG00000041827, ENSMUSG00000090272, ENSMUSG00000023067, ENSMUSG00000005125, ENSMUSG00000015837, ENSMUSG00000020184, ENSMUSG00000021453, ENSMUSG00000032402, ENSMUSG00000035692, ENSMUSG00000021701, ENSMUSG00000052684, ENSMUSG00000009630, ENSMUSG00000023067, ENSMUSG00000038418, ENSMUSG00000021250, ENSMUSG00000028494, ENSMUSG00000056708, ENSMUSG00000024843, ENSMUSG00000005413, ENSMUSG00000073489, ENSMUSG00000042406, ENSMUSG00000030717, ENSMUSG00000032501
	Apoptotic process	ENSMUSG00000002083, ENSMUSG00000020184, ENSMUSG00000023034, ENSMUSG00000005413, ENSMUSG00000015837, ENSMUSG00000021453, ENSMUSG00000032402, ENSMUSG00000040435, ENSMUSG00000021701, ENSMUSG00000023067, ENSMUSG00000024190, ENSMUSG00000052684, ENSMUSG00000009630, ENSMUSG00000042406, ENSMUSG00000003541, ENSMUSG00000030717, ENSMUSG00000073489
	Cell death	ENSMUSG00000002083, ENSMUSG00000020184, ENSMUSG00000023034, ENSMUSG00000005413, ENSMUSG00000015837, ENSMUSG00000021453, ENSMUSG00000032402, ENSMUSG00000040435, ENSMUSG00000021701, ENSMUSG00000023067, ENSMUSG00000024190, ENSMUSG00000052684, ENSMUSG00000009630, ENSMUSG00000042406, ENSMUSG00000003541, ENSMUSG00000030717, ENSMUSG00000073489
	Programmed cell death	ENSMUSG00000002083, ENSMUSG00000020184, ENSMUSG00000023034, ENSMUSG00000005413, ENSMUSG00000015837, ENSMUSG00000021453, ENSMUSG00000032402, ENSMUSG00000040435, ENSMUSG00000021701, ENSMUSG00000023067, ENSMUSG00000024190, ENSMUSG00000052684, ENSMUSG00000009630, ENSMUSG00000042406, ENSMUSG00000003541, ENSMUSG00000030717, ENSMUSG00000073489
	Signal transduction by p53 class mediator	ENSMUSG00000023067, ENSMUSG00000005125, ENSMUSG00000020184, ENSMUSG00000002083 ENSMUSG00000030717, ENSMUSG00000073489
CBD_0.325 CBD_1.5 CBD_3	Positive regulation of metabolic process	ENSMUSG00000002083, ENSMUSG00000027803, ENSMUSG00000040435, ENSMUSG00000090272, ENSMUSG00000022528, ENSMUSG00000023034, ENSMUSG00000032402, ENSMUSG00000000078, ENSMUSG00000015837, ENSMUSG00000020184, ENSMUSG00000021701, ENSMUSG00000023067, ENSMUSG00000035692, ENSMUSG00000052837, ENSMUSG00000005413, ENSMUSG00000029377, ENSMUSG00000038418, ENSMUSG00000021250, ENSMUSG00000027111, ENSMUSG00000056708, ENSMUSG00000001627, ENSMUSG00000032501, ENSMUSG00000038508, ENSMUSG00000073489, ENSMUSG00000042406, ENSMUSG00000030717,
**KEEG**		
CBD_0.325 CBD_0.75 CBD_1.5	Colorectal cancer	ENSMUSG00000023067, ENSMUSG00000002083, ENSMUSG00000032402, ENSMUSG00000021453, ENSMUSG00000052684, ENSMUSG00000029377, ENSMUSG00000021250
	Human papillomavirus infection	ENSMUSG00000023067, ENSMUSG00000022528, ENSMUSG00000020184, ENSMUSG00000041827, ENSMUSG00000029561, ENSMUSG00000009630, ENSMUSG00000027111, ENSMUSG00000026478,
	Mitophagy-animal	ENSMUSG00000015837, ENSMUSG00000008348, ENSMUSG00000052684, ENSMUSG00000015837
	Pathways in cancer	ENSMUSG00000023067, ENSMUSG00000022528, ENSMUSG00000005413, ENSMUSG00000002083, ENSMUSG00000032402, ENSMUSG00000020184, ENSMUSG00000021453, ENSMUSG00000052684, ENSMUSG00000021250, ENSMUSG00000027111, ENSMUSG00000026478
	P53 signaling pathway	ENSMUSG00000023067, ENSMUSG00000002083, ENSMUSG00000020184, ENSMUSG00000021453,
	Platinum drug resistance	ENSMUSG00000023067, ENSMUSG00000002083, ENSMUSG00000020184
	Epstein-Barr virus infection	ENSMUSG00000023067, ENSMUSG00000022528, ENSMUSG00000020184, ENSMUSG00000021453, ENSMUSG00000052684
	Breast cancer	ENSMUSG00000023067, ENSMUSG00000022528, ENSMUSG00000021453 ENSMUSG00000052684, ENSMUSG00000021250,
	Osteoclast differentiation	ENSMUSG00000052837, ENSMUSG00000015837, ENSMUSG00000003545, ENSMUSG00000052684, ENSMUSG00000021250, ENSMUSG00000052837,
CBD_0.325 CBD_1.5	Endocrine resistance	ENSMUSG00000023067, ENSMUSG00000020184, ENSMUSG00000021250
	Maturity onset diabetes of the young	ENSMUSG00000022528
	Melanoma	ENSMUSG00000023067, ENSMUSG00000020184, ENSMUSG00000021453
	Prostate cancer	ENSMUSG00000023067, ENSMUSG00000020184,
	Small cell lung cancer	ENSMUSG00000023067, ENSMUSG00000021453, ENSMUSG00000027111, ENSMUSG00000026478,
	Cellular senescence	ENSMUSG00000023067, ENSMUSG00000032402, ENSMUSG00000020184, ENSMUSG00000015837, ENSMUSG00000021453
	Bladder cancer	ENSMUSG00000023067, ENSMUSG00000020184,
	HIF-1 signaling pathway	ENSMUSG00000023067, ENSMUSG00000005413,
	MicroRNAs in cancer	ENSMUSG00000023067, ENSMUSG00000005413, ENSMUSG00000020184, ENSMUSG00000041313, ENSMUSG00000023067
	Glioma	ENSMUSG00000023067, ENSMUSG00000020184, ENSMUSG00000021453
	Chronic myeloid leukemia	ENSMUSG00000023067, ENSMUSG00000032402, ENSMUSG00000020184, ENSMUSG00000021453,
	Fluid shear stress and atherosclerosis	ENSMUSG00000005413, ENSMUSG00000015837, ENSMUSG00000024190, ENSMUSG00000021250, ENSMUSG00000005413
CBD_0.325 CBD_3	Transcriptional misregulation in cancer	ENSMUSG00000023067, ENSMUSG00000020184, ENSMUSG00000021453, ENSMUSG00000055435, ENSMUSG00000043613

**Fig. 6:**
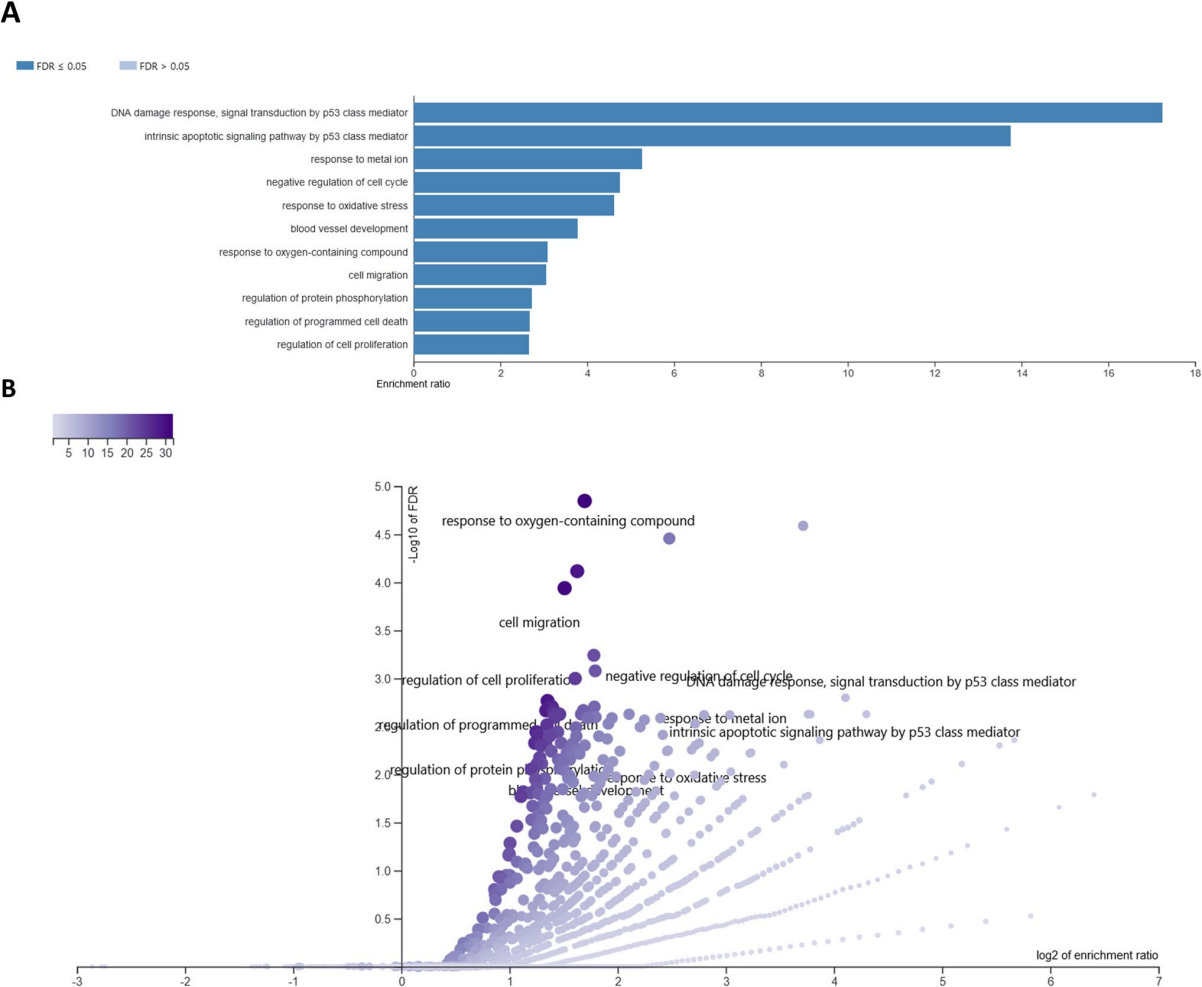
Result of overrepresentation test in GO biological processes for all genes affected by CBD in 6-h treatment

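At 24 h, the 12 CBD-treated libraries together against vehicle gave 13 genes by the edgeR test, 9 of them higher and 4 lower in CBD-treated cells, and 815 genes with an unadjusted p below 0.05. Without the vehicle library A28 the number was 7 (5 higher, 2 lower), without A29 it was 10 (4 higher, 6 lower) and without A30 it was 1. The majority direction among the calls thus depended on A29. Without the 3 µM library A16 the number was 47. With DESeq2 it was 29, and with the share of reads outside genes as a covariate, a setting chosen after the values were seen, it was 0. The 5 genes with the smallest p in which all CBD-treated libraries lay on the same side of all vehicle libraries were *Mylk*, *Dusp1*, *Il1rn*, *Rgs4* and *Gm17334*. *Gm17334* (ENSMUSG00000091191, chromosome 11), a short gene predicted to code for a protein, was at 14.9 ± 3.62 CPM (SD, n = 12) in CBD-treated cells and 29.1 ± 3.89 CPM (SD, n = 3) in vehicle (log2 fold change −0.98, standard error 0.18, edgeR FDR = 0.0184). *Xist* (ENSMUSG00000086503), which the paper's lists share among 3 doses at 24 h, was at 163 ± 18.01 CPM against 216 ± 10.8 CPM (log2 fold change −0.41, standard error 0.094, edgeR FDR = 0.115), and all 12 CBD-treated libraries lay below all vehicle libraries. In 77 genes (0.635%), the groups did not overlap, where random grouping gives 0.440%.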

After 24 h CBD treatment, 89 different genes were altered with respect to vehicle (control), from 13 (3 μM) to 53 (0.75 μM) per treatment. Among the top 50 enriched BP (Supplementary File 8) comparative analysis revealed: cell motility and migration, acute-phase response, monocyte chemotaxis, negative regulation of leukocyte migration, and amine transport-related biological processes, as overrepresented by at least two different CBD treatments. 

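The genes that the paper lists for the acute-phase response at 24 h were *Il1rn* and *Saa3*, and those for monocyte chemotaxis were *Cxcl12* and *Dusp1*. All were higher in CBD-treated cells. *Cxcl12* (ENSMUSG00000061353) was at 1792 ± 276 CPM (SD, n = 12) with CBD and 1384 ± 189 CPM (SD, n = 3) in vehicle, a log2 fold change of 0.36 with a standard error of 0.10. In 10 of the 12 CBD-treated libraries its level lay above all vehicle libraries.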

Among the common for different treatments overrepresented (FDR < 0.1) KEEG pathways, there were, e.g., Parkinson disease, thermogenesis, RNA degradation, vascular smooth muscle contraction, platelet activation, oxytocin signaling pathway, and calcium signaling pathway (Supplementary File 8; Table 2). 

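The paper lists *Gnas*, *mt-Nd4* and *mt-Nd5* both for Parkinson disease and for thermogenesis at 24 h, and these were lower in CBD-treated cells at the doses at which they are listed. For vascular smooth muscle contraction and for calcium signaling it lists *Mylk*, which was higher, and *Gnas*, which was lower. Each of these categories therefore rests on 2 or 3 genes.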

Only genes altered by two extreme CBD doses enriched any cellular components (CC) categories. Genes affected by 0.325 μM CBD treatment enriched CC associated with, e.g., mitochondrial respiratory chain complex I, NADH dehydrogenase complex (upregulated genes) and extracellular space, cell–cell junction, intercellular canaliculus (downregulated genes) and others (Supplementary File 6). 

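At 0.325 µM and 24 h, the NADH dehydrogenase complex rests on *mt-Nd4* and *mt-Nd5*, which were lower than in vehicle. The 5 genes listed for the extracellular space, *Cxcl12*, *Il1rn*, *Lcn2*, *Mmp13* and *Saa3*, were all higher. In Supplementary Files 6 and 8, the categories of 24 h headed as upregulated hold 18 pairs of a gene and a dose, all lower in CBD-treated cells, and those headed as downregulated hold 40 pairs, all higher.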

3 μM CBD dose, however, affected genes that were enriched in CC such as elongator holoenzyme complex, organellar ribosome, stress fiber and mitochondrial ribosome (Supplementary File 6). 

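At 3 µM, the elongator complex rests on *Elp6*, the mitochondrial ribosome on *Mrps6* and the stress fiber on *Mylk*, and all 3 genes were higher in CBD-treated cells. *Elp6* (ENSMUSG00000054836, chromosome 9 of GRCm38, 110305173 to 110322102) was at 30.1 ± 3.64 CPM (SD, n = 3) in vehicle at 24 h and at 26.7 ± 5.30 CPM at 0.325 µM (log2 fold change −0.18, standard error 0.25, edgeR FDR = 0.901). It was at 76.6 ± 15.0 CPM at 0.75 µM (1.35, 0.24, FDR = 0.0162), 78.5 ± 9.83 CPM at 1.5 µM (1.39, 0.24, FDR = 0.016) and 114 ± 57.6 CPM at 3 µM (1.93, 0.24, FDR = 0.000142). At the 3 higher doses, every library lay above all vehicle libraries. At 3 µM the call held with every library left out. At 0.75 µM it was lost without A23 or A28 (FDR = 0.257 and 0.136), and at 1.5 µM without A19, A21, A28 or A29 (FDR of 0.104 to 0.201).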

Combined analysis of all 89 CBD-affected genes in 24-h treatment revealed that following affinity propagation redundancy removal several processes remained enriched (FDR < 0.1), namely, regulation of body fluid levels, negative regulation of signal transduction, regulation of intrinsic apoptotic signaling pathway, negative regulation of immunoglobulin secretion, and programmed cell death (Supplementary File 9; Fig. 7). Nine genes that were downregulated in three of four CBD treatments (24 h) were enriched (FDR < 0.1) in BP associated with: cell chemotaxis and migration, regulation of amine transport, regulation of amino acid transport, regulation of monocyte chemotaxis and myeloid leukocyte migration. Single gene that was commonly affected by all CBD doses in 24-h treatment was *Mylk* that encode Myosin light chain kinase.

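*Mylk* (ENSMUSG00000022836, chromosome 16 of GRCm38, 34745210 to 35002420) was at 237 ± 8.84 CPM (SD, n = 3) in vehicle at 24 h. Its level was 324.5 ± 40.3 CPM at 0.325 µM (log2 fold change 0.45, standard error 0.11, edgeR FDR = 0.206), 422 ± 6.25 CPM at 0.75 µM (0.83, 0.11, FDR = 0.000432), 313 ± 13.0 CPM at 1.5 µM (0.40, 0.11, FDR = 0.406) and 321 ± 17.4 CPM at 3 µM (0.44, 0.11, FDR = 0.345). All 12 CBD-treated libraries lay above all vehicle libraries. Over the 4 doses together the log2 fold change was 0.53 (standard error 0.09, edgeR FDR = 0.0101). With DESeq2, the gene passed the threshold at every dose. With A28 or A30 left out, the FDR over the 4 doses was 0.111 or 0.109.

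**Figure D3:**
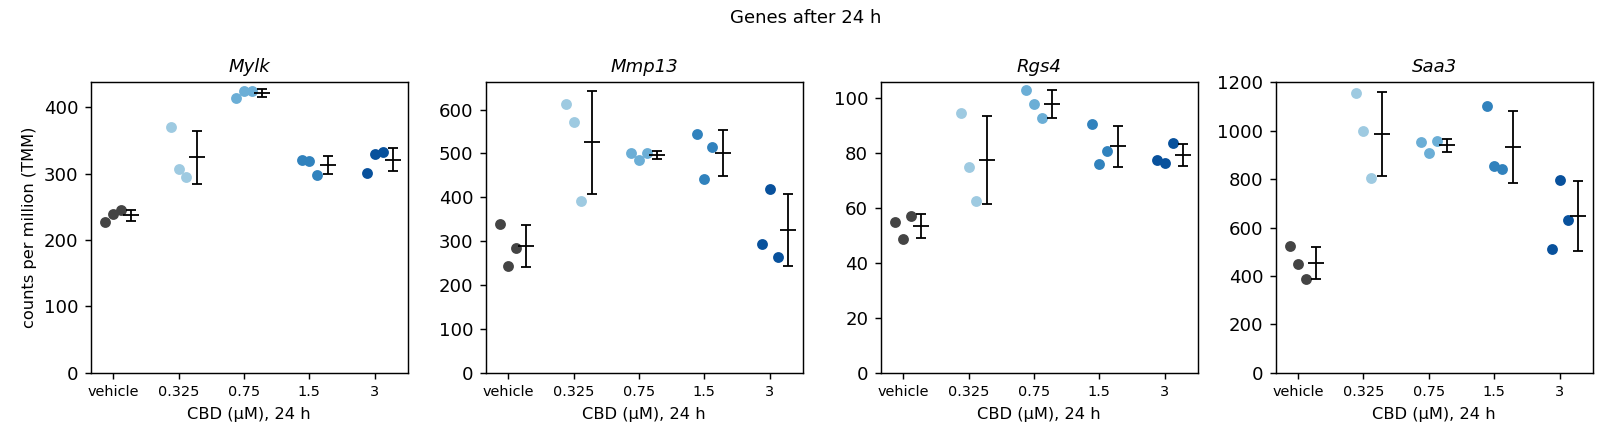
Levels of Mylk, Mmp13, Rgs4 and Saa3 at 24 h in TMM-normalized CPM by CBD dose (µM). Points are single libraries, and bars to their right give the mean ± SD (n = 3). The vehicle mean of Mylk is 237.2, and all CBD-treated libraries lie above the vehicle libraries.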

**Table 2:** Comparative analysis of biological processes and KEEG pathways overrepresented by different CBD treatments (concentrations) at 24-h treatment. Processes overrepresented by at least two treatments are presented along with the engaged genes

24-h treatment		
CBD concentration	Category	Genes
**Biological processes**		
CBD_0.325 CBD_1.5 CBD_3	Regulation of cell migration	ENSMUSG00000032531; ENSMUSG00000061353; ENSMUSG00000022836; ENSMUSG00000024190; ENSMUSG00000032714; ENSMUSG00000026822; ENSMUSG00000026981; ENSMUSG00000054836; ENSMUSG00000004951; ENSMUSG00000022836;
	Localization of cell	ENSMUSG00000032531; ENSMUSG00000061353; ENSMUSG00000040026; ENSMUSG00000022836; ENSMUSG00000024190; ENSMUSG00000026620; ENSMUSG00000032714; ENSMUSG00000061315; ENSMUSG00000026822; ENSMUSG00000026981; ENSMUSG00000054836; ENSMUSG00000022836;
	Cell motility	ENSMUSG00000032531; ENSMUSG00000061353; ENSMUSG00000040026; ENSMUSG00000022836; ENSMUSG00000024190; ENSMUSG00000026620; ENSMUSG00000032714; ENSMUSG00000061315; ENSMUSG00000026822; ENSMUSG00000026981; ENSMUSG00000054836
	Regulation of cell motility	ENSMUSG00000032531; ENSMUSG00000061353; ENSMUSG00000022836; ENSMUSG00000024190; ENSMUSG00000032714; ENSMUSG00000026822; ENSMUSG00000026981; ENSMUSG00000054836; ENSMUSG00000022836
	Regulation of cellular component movement	ENSMUSG00000032531; ENSMUSG00000061353; ENSMUSG00000022836; ENSMUSG00000024190; ENSMUSG00000032714; ENSMUSG00000038848; ENSMUSG00000026822; ENSMUSG00000026981 ENSMUSG00000054836; ENSMUSG00000022836
	Cell migration	ENSMUSG00000032531; ENSMUSG00000061353; ENSMUSG00000040026; ENSMUSG00000022836; ENSMUSG00000024190; ENSMUSG00000026620; ENSMUSG00000032714; ENSMUSG00000061315; ENSMUSG00000026822; ENSMUSG00000026981; ENSMUSG00000054836
	Regulation of locomotion	ENSMUSG00000032531; ENSMUSG00000061353; ENSMUSG00000022836; ENSMUSG00000024190; ENSMUSG00000032714; ENSMUSG00000038848; ENSMUSG00000026822; ENSMUSG00000026981; ENSMUSG00000054836; ENSMUSG00000022836;
CBD_0.325 CBD_1.5	Acute-phase response	ENSMUSG00000040026; ENSMUSG00000026981;
	Movement of cell or subcellular component	ENSMUSG00000032531; ENSMUSG00000061353; ENSMUSG00000040026; ENSMUSG00000022836; ENSMUSG00000024190; ENSMUSG00000026620; ENSMUSG00000032714; ENSMUSG00000038848; ENSMUSG00000061315; ENSMUSG00000026822; ENSMUSG00000026981; ENSMUSG00000032536; ENSMUSG00000054836
	Monocyte chemotaxis	ENSMUSG00000024190; ENSMUSG00000061353;
	Negative regulation of leukocyte migration	ENSMUSG00000024190; ENSMUSG00000061353;
	Locomotion	ENSMUSG00000032531; ENSMUSG00000061353; ENSMUSG00000040026; ENSMUSG00000022836; ENSMUSG00000024190; ENSMUSG00000026620; ENSMUSG00000032714; ENSMUSG00000038848; ENSMUSG00000061315; ENSMUSG00000026822; ENSMUSG00000026981; ENSMUSG00000054836;
	Negative regulation of amine transport	ENSMUSG00000038530; ENSMUSG00000026981;
	Negative regulation of anion transport	ENSMUSG00000038530; ENSMUSG00000026981;
	Regulation of amino acid transport	ENSMUSG00000038530; ENSMUSG00000026981;
	Regulation of amine transport	ENSMUSG00000038530; ENSMUSG00000061353; ENSMUSG00000026981
	Negative regulation of amino acid transport	ENSMUSG00000038530; ENSMUSG00000026981;
	Negative regulation of organic acid transport	ENSMUSG00000038530; ENSMUSG00000026981;
	Amine transport	ENSMUSG00000038530; ENSMUSG00000061353; ENSMUSG00000026981
	Regulation of monocyte chemotaxis	ENSMUSG00000024190; ENSMUSG00000061353;
	Gastrulation	ENSMUSG00000024190; ENSMUSG00000026981; ENSMUSG00000022330
CBD_1.5 CBD_3	Regulation of leukocyte differentiation	ENSMUSG00000027523; ENSMUSG00000052713; ENSMUSG00000048546; ENSMUSG00000004951;
**KEEG**		
CBD_0.325 CBD_1.5	Parkinson disease	ENSMUSG00000064363; ENSMUSG00000064367; ENSMUSG00000027523
	Thermogenesis	ENSMUSG00000064363; ENSMUSG00000064367; ENSMUSG00000027523
CBD_0.75 CBD_3	RNA degradation	ENSMUSG00000022283; ENSMUSG00000048546; ENSMUSG00000048546
CBD_1.5 CBD_3	Vascular smooth muscle contraction	ENSMUSG00000027523; ENSMUSG00000022836
	Gastric acid secretion	ENSMUSG00000027523; ENSMUSG00000022836;
	Platelet activation	ENSMUSG00000027523; ENSMUSG00000022836;
	Oxytocin signaling pathway	ENSMUSG00000027523; ENSMUSG00000022836;
	Salivary secretion	ENSMUSG00000027523; ENSMUSG00000027447
	Amoebiasis	ENSMUSG00000027523; ENSMUSG00000004951;
	Calcium signaling pathway	ENSMUSG00000027523; ENSMUSG00000022836;

**Fig. 7:**
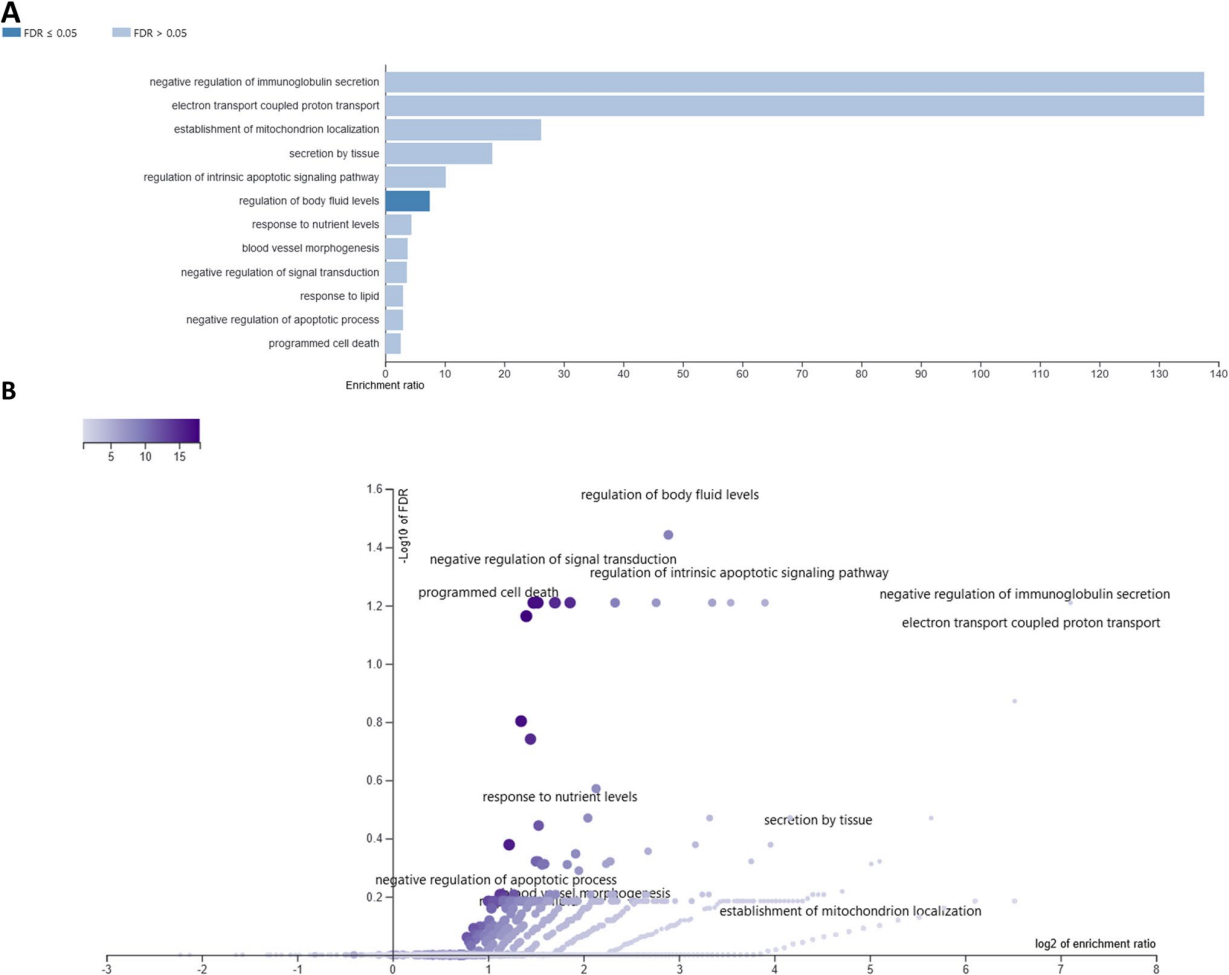
Result of overrepresentation test in GO biological processes for all genes affected by CBD in 24-h treatment

Only six common genes have been affected by CBD at 6-h and 24-h treatments. They did not enrich any BP category but included genes associated with, e.g., cell chemotaxis, cell migration, acute-phase response, response to interleukin-1 (*Dusp1*, *Il1rn*, *Saa3*), and degradation of extracellular matrix proteins (*Mmp13*).

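*Dusp1* (ENSMUSG00000024190, chromosome 17 of GRCm38, 26505590 to 26562128) changed in opposite directions at the 2 times. At 6 h it had a mean of 60.6 CPM (n = 12) in CBD-treated cells and was at 112 ± 28.1 CPM (SD, n = 3) in vehicle (log2 fold change −0.90, standard error 0.18, edgeR FDR = 0.0169). At 24 h it was at 81.1 ± 18.9 CPM and 43.8 ± 4.56 CPM (log2 fold change 0.86, standard error 0.15, edgeR FDR = 0.0173). All 12 CBD-treated libraries lay below the vehicle libraries at 6 h and above them at 24 h, and the difference between the times was 1.77 (standard error 0.26, edgeR FDR = 0.00046). *Il1rn* (ENSMUSG00000026981, chromosome 2) was higher at both times, with log2 fold changes of 0.82 at 6 h (standard error 0.16, edgeR FDR = 0.0161) and 0.79 at 24 h (standard error 0.13, edgeR FDR = 0.0101). *Saa3* had a log2 fold change of 0.79 at 6 h (standard error 0.18, edgeR FDR = 0.0514) and 0.93 at 24 h (standard error 0.13, edgeR FDR = 0.000579). At 24 h, the call of *Dusp1* was lost without the vehicle library A29 or A30 (FDR = 0.124 and 0.249), and that of *Il1rn* without A30 (FDR = 0.109).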

#### qPCR validation results

For the four validated genes, the Spearman rank correlation coefficient ranged from moderate to high, with values from 0.3 for *Gm8960* to 0.9 for *Ifitm2* (average of 0.625). However, none of these values was statistically significant, likely due to the low number of observations within the dataset. For all genes combined, the correlation coefficient was moderate (0.538) and statistically significant (*p* = 0.016) (Supplementary File 1). This suggests the reliability of the obtained results, especially when a laboratory-reproduced experiment was used as a validation control.

## Discussion

Cannabidiol (CBD) exhibits diverse biological effects in the brain, including the hypothalamus. Research on CBD’s impact on hypothalamic cells revealed its potential to modulate anxiety, stress responses, and other neurobiological functions. For example, in the case of anxiolytic effects, CBD microinjected into the ventromedial hypothalamus (VMH) in rats reduced panic attack-like behaviors and unconditioned fear-induced antinociception, potentially through CB1 receptor signaling (Khan et al. 2020). CBD was also found to enhance neurogenesis and exhibit neuroprotective effects. Repeated CBD administration in chronically stressed mice increased hippocampal neurogenesis and reduced anxiety-like behaviors (Campos et al. 2013). Additionally, CBD influenced histone modifications in the hypothalamus, which can affect gene expression. A recent study revealed that systemic administration of CBD modified the levels of certain histones (e.g., H3 K9ac) in the hypothalamus, indicating potential epigenetic effects of CBD (Pastrana-Trejo et al. 2021). An important action of CBD in the hypothalamus is the modulation of the stress-induced activation of the hypothalamic–pituitary–adrenal (HPA) axis (Viudez-Martínez et al. 2018). These complex responses to CBD in the hypothalamus require a molecular basis that can be observed only in isolated and simplified models, minimizing the complexity and multicellular interactions of brain structures.

In this study, we focused on the effects of CBD on proliferation, viability, and gene expression in a cellular model comprising hypothalamic neurons. We found that CBD stimulated cell viability, especially at longer incubation times (24 h) and at lower or intermediate CBD concentrations. Our results showed a noticeable decrease in apoptotic processes intensity with increasing CBD concentrations, although statistical significance was only observed at the highest CBD concentration. These effects were accompanied by moderate changes in cellular transcriptome profiles, with a greater number of genes affected by higher CBD concentrations and shorter incubation times (indicating a stronger initial response). 

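For the 90 genes found at 6 h over the 4 doses together, sizes at the single doses are given here. As these genes were chosen for their mean over the 4 doses against the same vehicle libraries, similar sizes and the same direction at each dose are favoured by the choice. The median log2 fold change of the 29 higher genes was 0.89 at 0.325 µM, 0.84 at 0.75 µM, 0.89 at 1.5 µM and 0.80 at 3 µM. For the 61 lower genes it was −1.06, −0.72, −0.99 and −0.95. All 90 genes had the same direction at every dose. Of the 13 genes found at 24 h, 12 had their direction at 0.325 µM and 13 at each other dose, with a median log2 fold change of the higher genes of 0.86, 0.87, 0.83 and 0.51 from the lowest dose to the highest.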

The transcriptomic response varied between the two time points studied, with more genes upregulated at 6 h and a higher number of downregulated genes following prolonged CBD incubation.

All these observations require in depth analysis and comparison with currently available literature data.

### CBD affects hypothalamic neurons’ viability

The observation that CBD increases cell viability in in vitro cultured cells is atypical for healthy unchallenged cells, where CBD’s effect is predominantly associated with viability reduction (Pagano et al. 2020). The results obtained here contradict the findings from previously published data on hypothalamic and other neural cells (di Giacomo et al. 2020; Drummond-Main et al. 2023; Jantas et al. 2024). In most of these studies, CBD alone reduced cell viability primarily at higher concentrations, with no effect observed at lower CBD doses. However, this negative effect on cell viability was reversed when cells were challenged, e.g., with H2O2 to induce oxidative stress, where CBD treatment resulted in increased cell viability (di Giacomo et al. 2020; Jantas et al. 2024). These results indicate that CBD may exert effects that promote neuronal viability, as observed in this study on hypothalamic neurons. It remains unclear why this effect was observed here in unchallenged cells. It is possible that the CBD doses used are within a well-tolerated concertation range for mHypoA-2/12 mouse cell line, thus only the positive or neutral effect of CBD on their proliferation was observed. Alternatively, hypothalamic neural cells may react differently to CBD, similar to some other cell types such as PNT2 cells (Śledziński et al. 2023) or certain specific cancer cell lines (Omer et al. 2024), where CBD stimulates viability under basic culture conditions.

### CBD affects cell apoptosis

In this study, a trend toward reduction in apoptotic process intensity (as indicated by 3/7 caspase activity assay) was observed in mHypoA-2/12 cells. This findings, similarly to the viability trend, is unusual for healthy, untreated cells. Nevertheless, reducing apoptosis levels after CBD administration is not uncommon in cells exposed to various stressors. One study demonstrated that CBD protects dopaminergic neurons from oxidative stress and apoptosis by reducing reactive oxygen species (ROS) production and maintaining mitochondrial integrity, independently of CB1 and CB2 cannabinoid receptors (Mendivil-Perez et al. 2023). Furthermore, a review on CBD’s mechanisms in regulating apoptosis and autophagy suggests that these effects may vary based on biological context, cell type, and CBD concentration (Fu et al. 2023). Another study showed that CBD could mitigate perfluorooctane sulfonic acid (PFOS)-induced cardiomyocyte apoptosis by preserving mitochondrial dynamics and metabolic energy homeostasis (Wang et al. 2023). These documented protective and anti-apoptotic effects of CBD are well-supported in the literature, reinforcing the findings of this study.

### Transcriptomic evidence on apoptosis and viability regulation

The observed improvement in cell viability along with decreased apoptosis reflects neuroprotective potential and metabolic activity of CBD in hypothalamic neurons. To elucidate the underlying mechanisms at the transcriptome level, we conducted a detailed analysis of biological processes overrepresented by genes differentially expressed following various CBD treatments. Among the numerous processes affected by these treatments, those related to response to oxygen-containing compounds, cellular response to hypoxia, regulation of cell proliferation and cell cycle, regulation of programmed cell death, intrinsic apoptotic signaling pathway by p53 class mediator, DNA damage response, immune system processes, and regulation of metabolic processes were prominently altered in the 6-h treatment (Supplementary File 5; Supplementary File 7). In the 24-h treatment, processes involving regulation of cell migration, immune response, intrinsic apoptosis, and regulation of apoptosis were the most abundantly represented (Supplementary File 6; Supplementary File 9).

The analysis of these processes and the involved genes suggests that one of the important CBD actions in hypothalamic cells is the direct or indirect modulation of cellular apoptosis, particularly intrinsic apoptosis, potentially through the p53 pathway activity modulation (Supplementary File 5; Supplementary File 7). Intrinsic apoptosis involves mitochondrial proteins released in response to various stressors such as ultraviolet radiation, osmotic stress, growth factor withdrawal, chemotherapeutic agents, and natural compounds (Jan and Chaudhry 2019). Internal stimuli like high cytosolic Ca^2+^ concentrations, hypoxia, oxidative stress, and DNA damage also initiate mitochondrial pathway-mediated apoptosis (Carlsson et al. 2022). CBD’s activities in many of these intracellular processes have been previously documented (Ryan et al. 2009; Russo et al. 2019; Gross et al. 2021; Pereira et al. 2021). For instance, CBD has been shown to induce mitochondrial damage and cytochrome C release in cell lines derived from acute lymphoblastic leukemia of T lineage (T-ALL), and disrupt calcium homeostasis in those cells (Olivas-Aguirre et al. 2019). Additionally, CBD has been demonstrated to induce DNA damage in human-derived cell lines under conditions relevant to consumer exposure (Russo et al. 2019). While examining the key genes that were altered in our dataset and had major contributions to the regulation of apoptotic pathways, we found that the most important hub genes in 6-h treatment were *Bbc3* (PUMA; which was downregulated by two lower CBD doses), and *Mdm2* (that was upregulated by lowest and intermediate CBD doses). 

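*Bbc3* (ENSMUSG00000002083, chromosome 7 of GRCm38, 16308393 to 16318205) was at 55.3 ± 2.58 CPM (SD, n = 3) in vehicle at 6 h. It was at 31.6 ± 7.05 CPM at 0.325 µM of CBD (log2 fold change −0.81, standard error 0.19, edgeR FDR = 0.103) and 33.7 ± 1.65 CPM at 0.75 µM (log2 fold change −0.72, standard error 0.18, edgeR FDR = 0.176). *Mdm2* (ENSMUSG00000020184, chromosome 10, 117688875 to 117710758) was at 112 ± 29.2 CPM in vehicle. It was at 72.5 ± 10.2 CPM at 0.325 µM (log2 fold change −0.64, standard error 0.17, edgeR FDR = 0.158) and 68.4 ± 2.54 CPM at 1.5 µM (log2 fold change −0.72, standard error 0.17, edgeR FDR = 0.127). All 3 libraries of each of these groups lay below all vehicle libraries in both genes. With DESeq2, all 4 comparisons passed the threshold (FDR = 0.033, 0.0884, 0.0873 and 0.0268). The log2 fold change of *Mdm2* was −0.38 at 0.325 µM and −0.47 at 1.5 µM without the vehicle library A3.

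**Figure D4:**
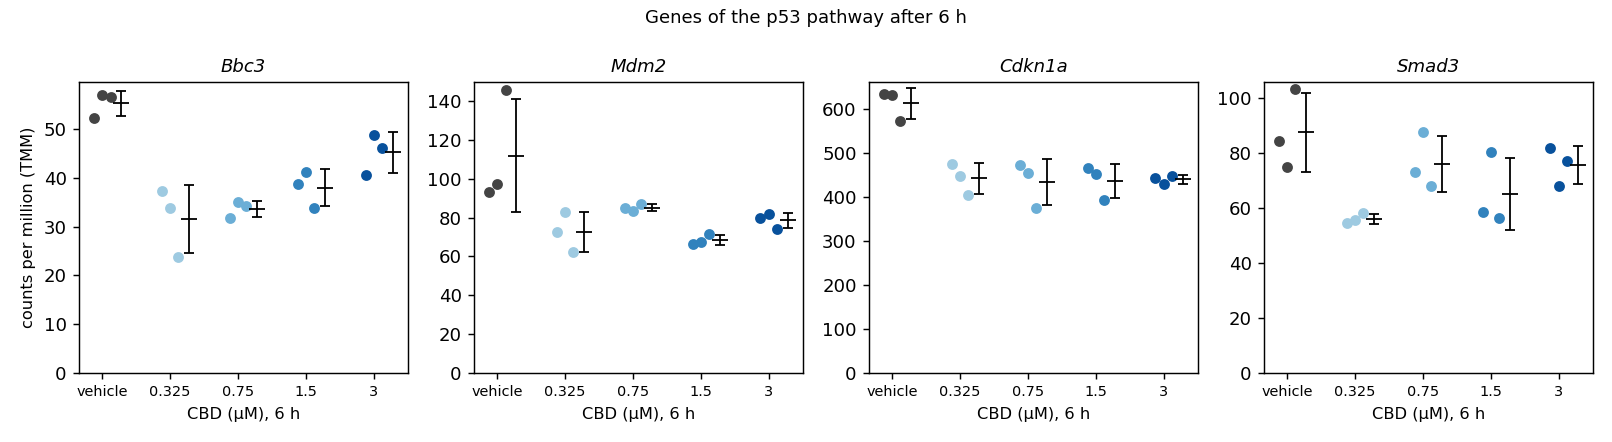
Levels of Bbc3, Mdm2, Cdkn1a and Smad3 at 6 h in TMM-normalized CPM by CBD dose (µM). Points are single libraries, and bars to their right give the mean ± SD (n = 3). At 0.325 µM, all 3 libraries lie below all vehicle libraries for Bbc3 and Mdm2.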

The Bbc3 (Bcl-2-binding component 3), also known as the p53 upregulated modulator of apoptosis (PUMA) is a pro-apoptotic protein, a member of the Bcl-2 protein family (Nakano and Vousden 2001). Upon activation by p53, PUMA interacts with antiapoptotic Bcl-2 family members, thereby releasing Bax and/or Bak to signal apoptosis to the mitochondria (Han et al. 2001). Subsequent mitochondrial dysfunction triggers the caspase cascade, culminating in cell death. In contrast, mouse double minute 2 homolog (Mdm2), also known as E3 ubiquitin-protein ligase, is a critical negative regulator of the p53 tumor suppressor (Mendoza et al. 2014). Mdm2 functions as both an E3 ubiquitin ligase, recognizing the N-terminal trans-activation domain (TAD) of p53, and an inhibitor of p53 transcriptional activation, thereby suppressing p53-mediated apoptosis (de Rozieres et al. 2000). Mdm2 has also been shown to promote proliferation and inhibit apoptosis in pituitary adenoma cells by directly interacting with p53 (Wang et al. 2020). Therefore, the interplay between Bbc3 (PUMA) and Mdm2 seems to be pivotal for CBD-mediated regulation of apoptosis via the p53 pathway. In the anticipated mechanism modulated by CBD, *PUMA* expression is inhibited directly or indirectly by CBD, thereby suppressing apoptosis, while the upregulation of *Mdm2* aims to negatively regulate p53, further mitigating excessive apoptotic activity. These changes in gene expression align with the observed effects of CBD on viability and apoptosis in hypothalamus cells in this study.

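With both *Bbc3* and *Mdm2* lower in CBD-treated cells, the change of these genes can be set beside that of the other targets of p53. In the pooled comparison of the 4 doses at 6 h, 22 of the 27 tested targets were lower in CBD-treated cells. Other splits of the 15 libraries into 3 and 12 gave a median of the list as far from 0 in 3 of 100 splits, the real one included. The paper proposes that CBD limits apoptosis by lowering *Bbc3* and by raising *Mdm2*, which restrains p53. It sets this beside its viability and caspase assays. The direction found here is the same for *Bbc3* and the opposite for *Mdm2*.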

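At 6 h and over the 4 doses together, *Cdkn1a* (ENSMUSG00000023067, chromosome 17 of GRCm38, 29090976 to 29100727) was at 438 ± 32.1 CPM (SD, n = 12) in CBD-treated cells and 612 ± 34.3 CPM (SD, n = 3) in vehicle (log2 fold change −0.48, standard error 0.10, edgeR FDR = 0.0169). *Ndrg1* (ENSMUSG00000005125, chromosome 15, 66929318 to 66969640) was at 72.7 ± 10.4 CPM against 132 ± 36.2 CPM (log2 fold change −0.85, standard error 0.14, edgeR FDR = 0.00476). In both genes, all 12 CBD-treated libraries lay below all vehicle libraries, and both lost their call without the vehicle library A2 (FDR = 0.121 and 0.115). *Smad3* (ENSMUSG00000032402, chromosome 9) was at 56.0 ± 1.85 CPM (SD, n = 3) at 0.325 µM and 87.4 ± 14.3 CPM in vehicle (log2 fold change −0.65, standard error 0.17, edgeR FDR = 0.171). At 3 µM, its log2 fold change was −0.22 (FDR = 0.845).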

The other genes identified in this study as differentially expressed, which may significantly impact apoptosis processes, proliferation regulation, and immune responses, include among others *Cdkn1a* (p21, Cyclin-dependent kinase inhibitor 1 A), *Ndrg1* (N-myc downstream–regulated gene), and *Smad3*, which contributes to the maintenance of genomic integrity, cell cycle regulation, and apoptosis. The regulation of *Cdkn1a* and *Ndrg1* by p53, and their roles in cellular stress and apoptosis, underscore their critical functions in preserving cellular integrity (Kreis et al. 2019; Schonkeren et al. 2019). *Cdkn1a* is a direct transcriptional target of p53. Upon cellular stress signals such as DNA damage, p53 binds to the promoter region of *Cdkn1a*, thereby inducing its expression. This leads to the inhibition of cyclin-dependent kinases (CDKs), resulting in cell cycle arrest at the G1 phase. Such cell cycle arrest allows for DNA damage repair before cell division proceeds, thereby preventing the propagation of mutations (Kreis et al. 2019). Smad3, a member of the SMAD family of proteins involved in TGF-β signaling, interacts with both p53 and Cdkn1a. In some contexts, Smad3 can directly regulate p21 expression, contributing to cell cycle regulation and apoptosis. Additionally, Smad3 signaling can intersect with p53 pathways to modulate cellular responses to stress and DNA damage. Smad3 involvement in TGF-β signaling adds another layer of complexity to the regulation of cell cycle, apoptosis, and stress response. Its interaction with both p53 and Cdkn1a underscores the intricate crosstalk between different signaling pathways in coordinating cellular responses to various stimuli (Wang et al. 2016a).

CBD’s ability to downregulate the expression of genes *Cdkn1a, Ndrg1, Smad3, and Bbc2* can have both beneficial and potentially adverse effects. It may offer advantages such as anti-inflammatory and antitumor properties, as well as neuroprotective effects. However, there are risks, including potential disruption of cellular homeostasis, impaired cellular defense mechanisms, and unintended effects on other cellular processes. Further research would be needed to fully understand the consequences of modulating all mentioned genes and to evaluate the therapeutic potential of such interventions, particularly in the context of neurodegenerative diseases.

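Whether the targets of p53 responded to CBD in the same way at 6 h and 24 h was tested on all 30 libraries. The median difference of the log2 fold change between the times (24 h less 6 h) was 0.24 over the 27 genes (camera FDR = 1.13e-06, fry FDR = 2.02e-05). At 24 h, the median log2 fold change of the list was −0.03 (camera FDR = 0.621), and it changed sign without the vehicle library A28 (0.03) or A30 (0.03).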

At 24 h of treatment, the set of genes associated with apoptosis significantly differed, suggesting the alteration of downstream elements of the intrinsic apoptosis mechanism with prolonged CBD treatments. Among the apoptosis-related genes, that were altered predominantly at 24-h treatment, there were for example *Hspb1* (Heat shock protein beta-1), which product is known to inhibit apoptosis by stabilizing the actin cytoskeleton and preventing cytochrome c release from mitochondria (Park et al. 2002); *Tmbim6* (Transmembrane BAX inhibitor motif containing 6), encoding an anti-apoptotic protein that inhibits mitochondrial calcium uptake and oxidative stress-induced cell death (Kim et al. 2021); *Cyld* (Cylindromatosis), a tumor suppressor gene that negatively regulates NF-κB signaling, promoting apoptosis by removing K63-linked polyubiquitin chains from target proteins (Fernández-Majada et al. 2016); and *Dusp1* (Dual specificity phosphatase 1 also known as MAP kinase phosphatase-1), involved in the negative regulation of MAPK signaling, which can lead to the inhibition of apoptosis (Wang et al. 2016b). These and other apoptosis-related genes altered by CBD in this study suggest that CBD’s effect on intrinsic apoptosis persists over time, though later stages may involve different molecular mechanisms compared to short-term treatments.

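*Hspb1* (ENSMUSG00000004951) was at 73.6 ± 7.26 CPM (SD, n = 3) at 3 µM and 24 h and 117 ± 22.2 CPM (SD, n = 3) in vehicle (log2 fold change −0.68, standard error 0.15, edgeR FDR = 0.237). *Tmbim6* (ENSMUSG00000023010) was at 113 ± 11.6 CPM at 3 µM and 156 ± 10.1 CPM in vehicle (log2 fold change −0.47, standard error 0.12, edgeR FDR = 0.345). *Cyld* (ENSMUSG00000036712) was at 77.9 ± 1.88 CPM at 0.75 µM and 53.3 ± 3.92 CPM in vehicle (log2 fold change 0.54, standard error 0.13, edgeR FDR = 0.164). In each case all 3 CBD-treated libraries lay on the same side of all vehicle libraries. With DESeq2, *Hspb1* and *Cyld* passed the threshold (FDR = 0.0554 and 0.0582). Without the 3 µM library A17, *Hspb1* and *Tmbim6* passed it (edgeR FDR = 0.0359 and 0.0462).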

The mechanism by which CBD affects cell viability, particularly at the transcriptome level, remains unclear. However, our findings suggest that CBD can stimulate the expression of genes associated with mitochondrial respiratory chain complex I, providing new insights into this process. 

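A list of the 8 tested protein genes of the mitochondrial genome had a median log2 fold change of −0.21 at 24 h over the 4 doses together, with 0 of 8 genes higher in CBD-treated cells (camera FDR = 4.58e-08, fry FDR = 0.0134, FDR with the estimated correlation 0.0111). Over all genes, 1 of the 8 passed the threshold, and 7 did so when adjusted over the list alone. The median was −0.14 without the vehicle library A30. The list's median at 6 h was −0.02 (camera FDR = 0.402). For 35 tested nuclear genes of complex I, the median was 0.04 at 24 h (camera FDR = 0.0529, fry FDR = 0.359) and 0.08 at 6 h (camera FDR = 0.0308, fry FDR = 0.159), and 0 of the 35 passed the threshold over all genes or when adjusted over the list alone. The share of reads on genes of the mitochondrial genome was 8.92% ± 0.782 (SD, n = 3) in vehicle at 24 h, and 7.33% ± 0.229 at 0.325 µM.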

In our study, the two most significantly affected genes were *mt-Nd4* and *mt-Nd5*. These genes encode NADH-ubiquinone oxidoreductase chain proteins, which are subunits of NADH dehydrogenase (ubiquinone). This enzyme, located in the inner mitochondrial membrane, is the largest of the five complexes in the electron transport chain. 

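*mt-Nd4* (ENSMUSG00000064363, bases 10167 to 11544 of the mitochondrial genome) was at 22003 ± 2473 CPM (SD, n = 3) at 0.325 µM and 24 h and 30800 ± 7943 CPM (SD, n = 3) in vehicle (log2 fold change −0.49, standard error 0.13, edgeR FDR = 0.267). *mt-Nd5* (ENSMUSG00000064367, bases 11742 to 13565) was at 1054 ± 86.2 CPM and 1286 ± 88.4 CPM (log2 fold change −0.29, standard error 0.10, edgeR FDR = 0.446). All 3 libraries at 0.325 µM lay below all vehicle libraries in both genes. With no filter on low counts, a setting not tested on simulated data, the FDR of *mt-Nd4* was 0.00132 at a log2 fold change of −0.47. Without the vehicle library A28 its FDR was 0.0929. Its log2 fold change was −0.25 without the vehicle library A30, which had the highest share of mitochondrial reads (9.82%). The call of *mt-Nd5* was the same in every setting in which the gene was tested.

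**Figure D5:**
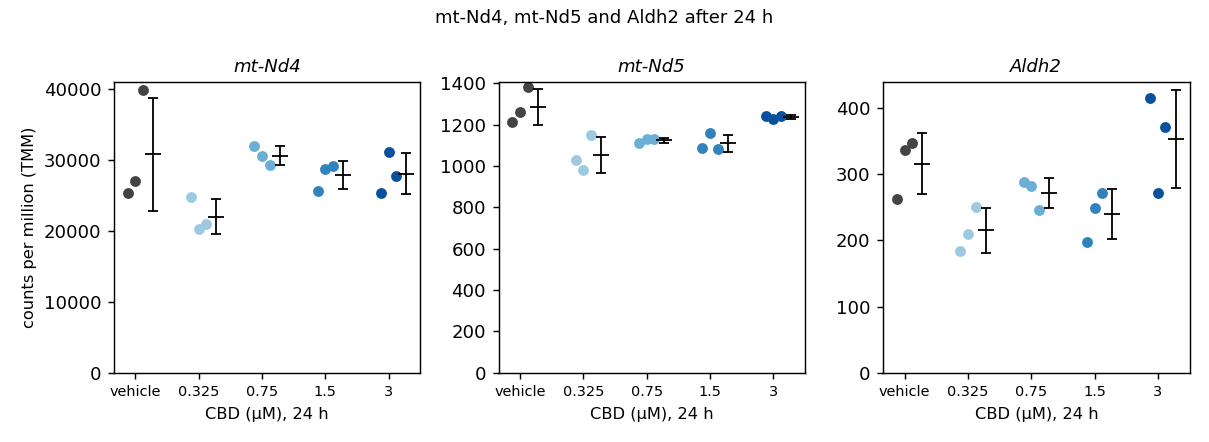
Levels of mt-Nd4, mt-Nd5 and Aldh2 at 24 h in TMM-normalized CPM by CBD dose (µM). Points are single libraries, and bars to their right give the mean ± SD (n = 3). At 0.325 µM, all 3 libraries lie below all vehicle libraries in each gene.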

NADH dehydrogenase and NAD (nicotinamide adenine dinucleotide) play a crucial role in regulating cell viability through its involvement in energy metabolism and protection against oxidative stress (Čermáková et al. 2021). Our findings align with previous studies on the brains of CBD-treated rats, where increased mitochondrial calcium accumulation enhanced the activity of calcium-sensitive dehydrogenases. This, in turn, promoted NADH availability and enhanced oxidative phosphorylation (Valvassori et al. 2013). Our results further support the broader impact of CBD on mitochondrial metabolism across various cell types (Olivas-Aguirre et al. 2019).

### Modulation of stress-like neurons’ responses by CBD

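Lists of genes that respond to stress were tested as a whole at 6 h, with the 4 doses together against vehicle. Camera called a median of 4 of the 10 lists over other splits of these libraries, so its FDR alone does not set a list apart. For 29 immediate-early genes the median log2 fold change was −0.53, and 4 genes were higher in CBD-treated cells (camera FDR = 1.41e-17, fry FDR = 0.000334, FDR with the estimated correlation 0.00184). Over all genes 11 passed the threshold, and 23 did so when adjusted over the list alone. For 29 genes of the integrated stress response the median was −0.30, and 1 gene was higher (camera FDR = 5.32e-14, fry FDR = 2.72e-05). Here 5 genes passed over all genes and 16 when adjusted over the list alone. For 24 targets of NRF2, which responds to oxidative stress, the median was −0.10, and 8 genes were higher (camera FDR = 0.00661, fry FDR = 0.0152). Here 3 genes passed over all genes and 7 when adjusted over the list alone. All 3 lists also passed with the estimated correlation. With the vehicle library A3 left out, the median of the NRF2 targets was −0.01 and that of the immediate-early genes −0.33. The medians of these 3 lists at 24 h were 0.10, −0.06 and −0.08, with a camera FDR of 0.025, 0.671 and 0.00539. The first of these calls did not hold with fry (FDR = 0.226), and the last did (FDR = 0.0106). Neither of these 2 calls at 24 h held without the vehicle library A28 (camera FDR = 0.168 and 0.308), and without A3 the NRF2 targets at 6 h did not pass (camera FDR = 0.234). Of 100 splits of the libraries, 12 at 6 h and 11 at 24 h gave the NRF2 targets a median as far from 0.

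**Figure D6:**
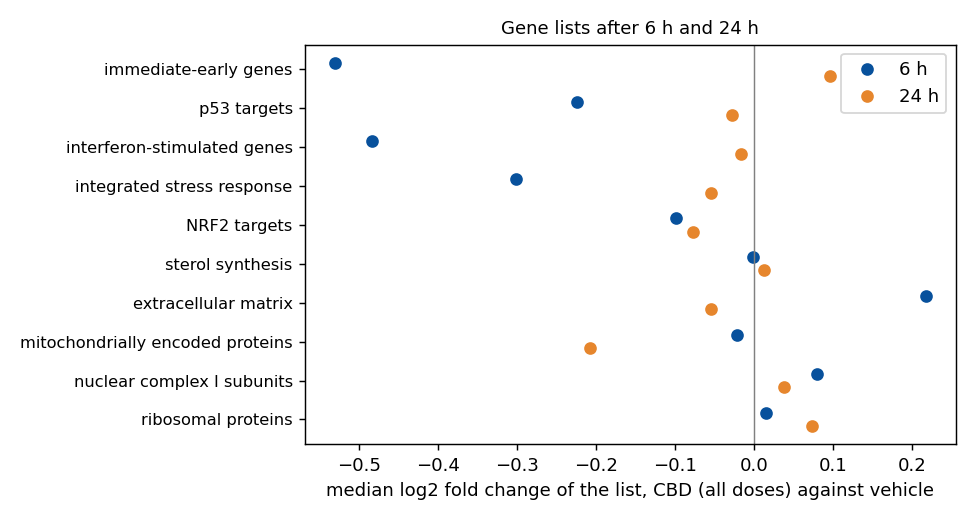
Median log2 fold change of CBD (all doses) against vehicle for each of 10 gene lists, at 6 h (blue) and 24 h (orange). At 6 h, the immediate-early genes lie at −0.53 and the extracellular matrix genes at 0.22.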

CBD induces cellular responses with transcriptomic signatures resembling known stress responses, primarily evident at the 6-h treatment (initial response). Among the cellular processes overrepresented by DEGs, we identified ones associated with general stress response, cellular response to external stimuli, cellular response to chemical stimuli, response to inorganic substances, interleukin-27-mediated signaling pathway, response to hypoxia, DNA damage response signal transduction mediated by p53 resulting in cell cycle arrest, response to endoplasmic reticulum stress, response to oxidative stress, and others. While the cellular reactions to external and chemical stimuli are obvious, other processes require further analysis and explanation.

An intriguing CBD-associated cellular response is the interleukin-27-mediated signaling pathway, enriched with genes altered by the lowest CBD concentration. 

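The 2 genes listed by the paper for this pathway at 0.325 µM, *Oasl1* and *Oasl2*, are induced by interferon. A list of 26 tested interferon-stimulated genes had a median log2 fold change of −0.48 at 6 h over the 4 doses together, with 3 genes higher in CBD-treated cells (camera FDR = 2.47e-09, fry FDR = 0.00166, FDR with the estimated correlation 0.0101). Over all genes 5 of the 26 passed the threshold, and 11 did so when adjusted over the list alone. For 28 genes tested at 24 h, the median was −0.02 (camera FDR = 0.813), and it was 0.10 with only the genes that had at least 10 counts in every library.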

Interleukin-27 (IL-27) is recognized as a pivotal regulator of T cell activation and differentiation, influencing T cell responses in autoimmune conditions within the central nervous system (Iwasaki et al. 2015). Recent evidence also suggests its neuroprotective properties in the retina and brain (Nortey et al. 2022). IL-27, secreted by and interacting with infiltrating microglia, macrophages, astrocytes, and neurons, enhances neuronal survival by modulating pro- and anti-inflammatory cytokines, neuroinflammatory pathways, oxidative stress, apoptosis, autophagy, and epigenetic changes (Nortey et al. 2022). The pathway-associated genes such as *Oasl1* and *Oasl2* were upregulated by lower CBD doses in this research. 

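*Oasl1* (ENSMUSG00000041827) and *Oasl2* (ENSMUSG00000029561) are paralogs that lie side by side on chromosome 5, and reads that map to both were not counted. At 0.325 µM and 6 h, *Oasl1* was at 7.07 ± 2.30 CPM (SD, n = 3) against 34.7 ± 22.7 CPM (SD, n = 3) in vehicle (log2 fold change −2.24, standard error 0.49, edgeR FDR = 0.0664), and 2 of the 3 libraries lay below all vehicle libraries. At 0.75 µM, it was at 8.88 ± 4.60 CPM (log2 fold change −1.94, standard error 0.47, edgeR FDR = 0.159). *Oasl2* was at 6.47 ± 1.20 CPM at 0.325 µM against 18.8 ± 3.94 CPM in vehicle (log2 fold change −1.54, standard error 0.36, edgeR FDR = 0.103). With DESeq2, *Oasl1* at 0.75 µM and *Oasl2* at 0.325 µM also passed the threshold (FDR = 0.0344 and 0.0312). The call of *Oasl1* at 0.325 µM was lost without any of the libraries A1, A2, A5, A13, A14 and A15 (FDR of 0.105 to 0.248), and with only the 2 groups compared (FDR = 0.584).

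**Figure D7:**
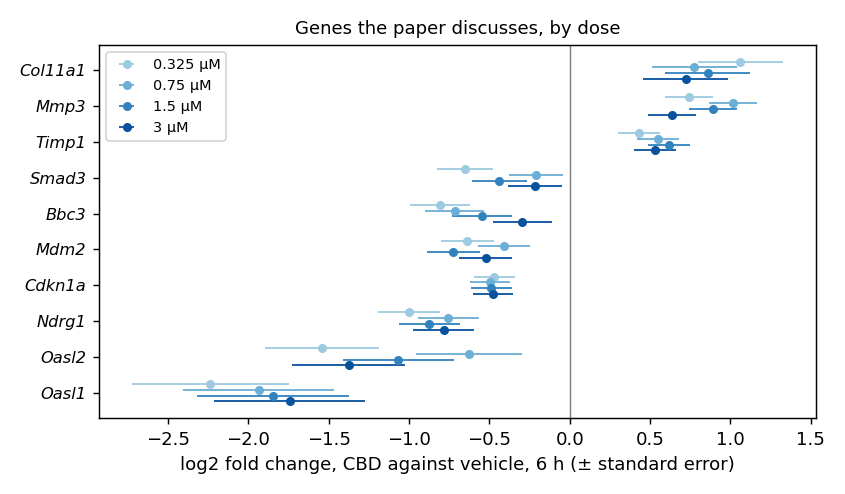
Log2 fold change of CBD against vehicle at 6 h with its standard error for 10 genes the paper discusses, by dose. Oasl1 at 0.325 µM lies at −2.24 and Col11a1 at 1.06.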

Oasl proteins (2′−5′-oligoadenylate synthase) may indirectly affect neurodegeneration by regulating inflammatory processes and immune responses in the brain (Ghosh et al. 2019). However, their specific roles and regulatory mechanisms in the context of CBD action, and their implications for CBD consumption, warrant further investigation.

### CBD’s effect on extracellular matrix

The genes altered by CBD, primarily in short-term treatments, enrich cellular components such as the extracellular region, extracellular matrix (ECM), and collagen-containing extracellular matrix. The interaction between CBD and the ECM has been previously documented, mainly in different types of fibroblastic cells. It has been shown that CBD, at lower concentrations, increases the production of metalloproteinases (MMPs), while the highest concentrations decrease both the production of MMPs and MMP-2 protein activity (Rawal et al. 2012). A previous transcriptome analysis revealed that CBD pre-treatment enriched genes and functional associations between proteins mainly related to ECM organization and cell interactions in the mouse brain (Prieto et al. 2023). In our previous transcriptomic study on human dermal fibroblasts, we found that CBD affected several genes connected with ECM formation (especially its collagen constituent), which can have serious implications for the fibrosis process (in press). 

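*Col11a1* (ENSMUSG00000027966, chromosome 3 of GRCm38, 114030540 to 114220718) was at 113 ± 18.2 CPM (SD, n = 3) at 0.325 µM and 6 h and 55.6 ± 25.1 CPM (SD, n = 3) in vehicle (log2 fold change 1.06, standard error 0.26, edgeR FDR = 0.122). *Mmp13* (ENSMUSG00000050578, chromosome 9, 7272514 to 7283331) was at 254 ± 40.4 CPM at 0.75 µM and 6 h and 129.5 ± 54.0 CPM in vehicle (log2 fold change 0.95, standard error 0.20, edgeR FDR = 0.0921). In both cases all 3 CBD-treated libraries lay above all vehicle libraries. With DESeq2, *Col11a1* passed the threshold (FDR = 0.0391). The call of *Mmp13* was lost without A1 or A2 (FDR = 0.269 and 0.447), without any of A4, A5, A6, A8, A10, A11, A12 and A15, with only genes of at least 10 counts in every library (FDR = 0.116), and with only the 2 groups compared (FDR = 0.372).

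**Figure D8:**
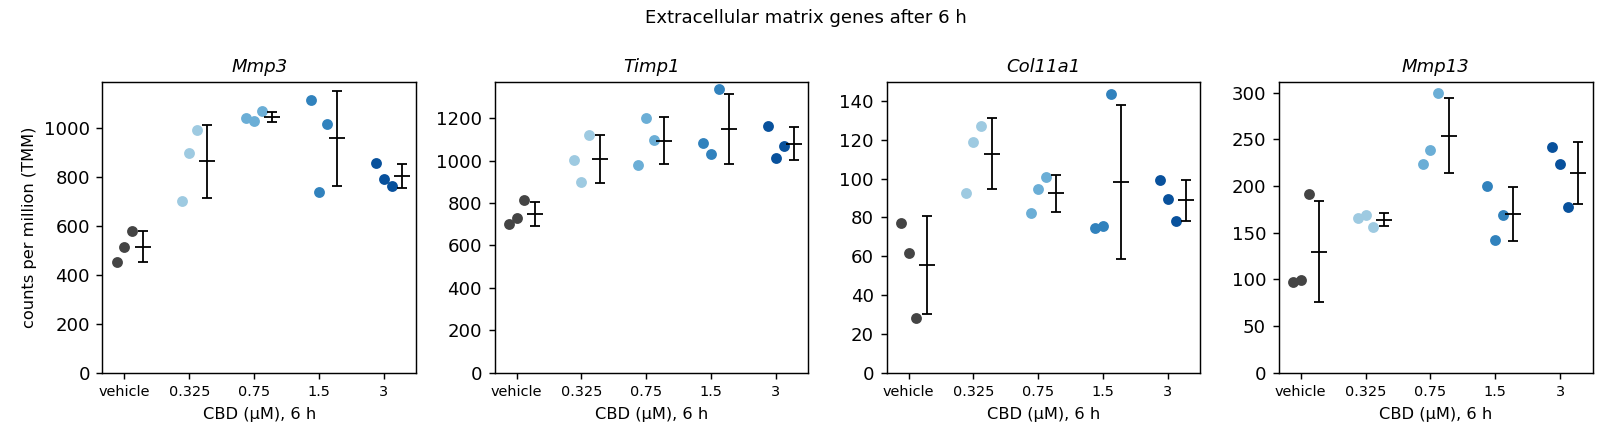
Levels of Mmp3, Timp1, Col11a1 and Mmp13 at 6 h in TMM-normalized CPM by CBD dose (µM). Points are single libraries, and bars to their right give the mean ± SD (n = 3). All CBD-treated libraries lie above all vehicle libraries for Mmp3 and Timp1.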

In this study, several genes connected to ECM functioning were altered, the most significant being most likely *Mmp3* (downregulated by all 6 h CBD treatments), *Mmp13* (downregulated by all 24-h treatments and one 6-h treatment), *Timp1* (downregulated by all 6-h treatments), and *Col11a1* (downregulated by a single 6-h treatment).

Mmp3 (matrix metalloproteinase-3) is a matrix metalloproteinase, a proteolytic enzyme capable of degrading many ECM components, including proteoglycans, collagens (types III, IV, V, IX, and X), laminin, and fibronectin. Mmp3 plays a key role in tissue remodeling, wound healing, and pathological processes such as inflammation and cancer development (Kandhwal et al. 2022). Its activity is tightly regulated because excessive ECM degradation can lead to diseases such as arthritis and cancer (Mehner et al. 2015). Research suggests that CBD can modulate the activity of MMPs (Gęgotek et al. 2021), which leads to reduced inflammation and protection of the ECM from excessive degradation. Similarly, Mmp13 (matrix metalloproteinase-13) degrades type II collagen as well as other collagen types. It is particularly important in the remodeling of cartilage and bones (Hu and Ecker 2021). 

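At 24 h, *Mmp13* was at 289 ± 47.9 CPM (SD, n = 3) in vehicle. It was at 525 ± 117 CPM at 0.325 µM of CBD (log2 fold change 0.86, standard error 0.16, edgeR FDR = 0.0281), 496 ± 8.94 CPM at 0.75 µM (0.78, 0.16, FDR = 0.0704) and 501 ± 52.9 CPM at 1.5 µM (0.79, 0.16, FDR = 0.0783). At 3 µM the log2 fold change was 0.17 (standard error 0.16, FDR = 0.777), and without library A17 its log2 fold change at this dose was −0.07. At the 3 lower doses all libraries lay above all vehicle libraries. None of the 3 lower doses passed the threshold without A26 (FDR = 0.223, 0.117 and 0.133), A29 (FDR = 0.350, 0.286 and 0.662) or A30 (FDR = 0.256, 0.148 and 0.389). The call at 0.325 µM was also lost without A25, that at 0.75 µM without A19, A22, A23 or A24, and that at 1.5 µM without any of A19 to A24. With at least 10 counts in every library, 0.75 and 1.5 µM did not pass (FDR = 0.110 and 0.106).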

One study suggests that CBD derivate can reduce the expression *Mmp13* (Jin et al. 2023) and now we further confirm this in this study.

Timp1 (tissue inhibitor of metalloproteinases-1) inhibits the activity of metalloproteinases such as Mmp3 and Mmp13, protecting the ECM from excessive degradation (Brew et al. 2000). Previous research has shown that CBD can increase the expression of Timp1, supporting the protection of the ECM against degradation and potentially benefiting the treatment of inflammation and cancer (Solinas et al. 2012, 2013).

Finally, Col11a1 (collagen type XI alpha 1 chain) is a component of type XI collagen, which supports the structural integrity of cartilage (Shi et al. 2022). In this study, we found that its transcript abundance can be modulated by CBD.

In summary, all mentioned ECM-related genes participate in the process of connective tissue remodeling, where their coordinated action enables the dynamic maintenance and reconstruction of the ECM. Mmp3 and Mmp13 are responsible for the degradation of ECM components, while Timp1 regulates their activity, protecting the ECM against excessive degradation. Col11a1, on the other hand, is important for maintaining the structure of the ECM. This complex interaction is crucial for tissue health and regeneration, and the modulation of this process by CBD can have various implications, particularly related to pathologies such as degenerative joint diseases and cancer.

### Transcriptomic insights into the regulation of hypothalamic functions by CBD

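Reads on genes of dopamine and serotonin synthesis were few in these cells. Over the 30 libraries, 0 reads were counted on *Th*, 4 on *Ddc*, 5 on *Tph2* and 29 on *Tph1*. A count of 0 among the 84273080 reads on genes allows up to 3 reads, or 0.0356 CPM. At 24 h, the paper ties the dopamine and serotonin processes to *Aldh2*, which had 23794 reads, and the dopamine receptor signaling to *Rgs4*, which had 5114.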

In the analysis of genes altered by CBD after 24 h of treatment, we identified those enriched in the dopamine and serotonin biosynthetic processes, as well as in the dopamine receptor signaling pathway. Dopamine is crucial in the hypothalamus, influencing neuroendocrine and autonomic functions. It regulates the HPA axis, with D1 and D2 receptors activating the HPA axis in response to severe stress in rats (Belda and Armario 2009). Given these roles, we focused on genes involved in these pathways and found that *Aldh2*, protein of which assists in dopamine and serotonin synthesis, was upregulated by the lowest CBD dose after 24 h of treatment. 

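*Aldh2* (ENSMUSG00000029455, chromosome 5 of GRCm38, 121566027 to 121593824) was at 215 ± 33.9 CPM (SD, n = 3) at 0.325 µM and 24 h and 316 ± 45.9 CPM (SD, n = 3) in vehicle (log2 fold change −0.55, standard error 0.15, edgeR FDR = 0.291). All 3 CBD-treated libraries lay below all vehicle libraries. With no filter on low counts, a setting not tested on simulated data, the FDR was 0.0192, and without library A27 it was 0.0900.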

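*Rgs4* (ENSMUSG00000038530, chromosome 1 of GRCm38, 169741477 to 169747642) was at 53.4 ± 4.32 CPM (SD, n = 3) in vehicle at 24 h. It was at 77.4 ± 16.1 CPM at 0.325 µM of CBD (log2 fold change 0.54, edgeR FDR = 0.291), 97.9 ± 5.06 CPM at 0.75 µM (0.87, FDR = 0.00751), 82.4 ± 7.48 CPM at 1.5 µM (0.62, FDR = 0.318) and 79.1 ± 4.00 CPM at 3 µM (0.56, FDR = 0.345). All 12 CBD-treated libraries lay above all vehicle libraries, with a log2 fold change of 0.65 over the 4 doses together (standard error 0.12, edgeR FDR = 0.0184). Without the vehicle library A28, A29 or A30, this FDR was 0.144, 0.189 or 0.136.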

What is more, a *Rgs4* gene engaged in the regulation of the dopamine receptor signaling pathway was downregulated in most of the 24 h CBD treatments. Aldh2 (aldehyde dehydrogenase 2 family member) belongs to the aldehyde dehydrogenase family of proteins and is essential in the major oxidative pathway of alcohol metabolism (Adams and Rans 2013; Chen et al. 2014). This links CBD’s effect on neural cells to its presumed positive properties in therapies for alcohol use disorders (De Ternay et al. 2019), though further studies are needed to explore this aspect. 

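Of the dopamine receptors, *Drd2* and *Drd3* had 0 of the 84273080 reads on genes, *Drd1* had 6, *Drd4* had 2 and *Drd5* had 1. Their transcripts were thus not detectable in these cells at this depth, or were at the limit of detection.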

Regarding the *Rgs4* gene (regulator of G protein signaling 4), its downregulation observed in most 24-h CBD treatments may affect dopamine D2 and D3 receptors, which are major targets for current antipsychotic drugs (Min et al. 2012). Studies using cDNA microarrays have consistently shown decreased *RGS4* expression in the prefrontal cortex of subjects with schizophrenia, suggesting implications for CBD in anxiety and mental disorder therapies (McGuire et al. 2018).

## Conclusions

The study evaluated the effects of CBD on adult-derived hypothalamic neurons, focusing on cell proliferation, survival, and gene expression. Our results demonstrate that CBD significantly enhances neuronal viability, particularly with extended incubation times of 24 h and at lower to intermediate concentrations. CBD showed a trend toward reducing apoptosis, with statistical significance achieved at the highest concentration. CBD also caused moderate changes in the cellular transcriptome, with more genes affected by higher concentrations and shorter incubation times, indicating a stronger initial response. The gene expression profile varied between time points, with an increase in upregulated genes observed at 6 h and a predominance of downregulated genes with prolonged incubation. Detailed analysis of gene-associated processes showed that CBD altered several cellular responses, resulting in intrinsic apoptosis suppression, immune response modulation, extracellular matrix reorganization, and other cellular mechanism alterations. We found that CBD primarily affects intrinsic apoptosis through p53 modulation, likely by influencing the expression of *Bbc3*, *Mdm2*, *Cdkn1a*, and *Smad3* genes. CBD also impacted several genes related to ECM organization, including important MMPs (*Mmp-3*, *Mmp-13*) and their inhibitors (such as *Timp1*), as well as collagen components. Additionally, CBD-influenced genes associated with serotonin and dopamine biosynthesis, including the *Aldh2* gene, link CBD’s action in hypothalamic neurons to its proposed benefits in treating alcohol use disorders. These findings confirm the hypothalamus as an important target for CBD actions, highlighting its diverse impact on the central nervous system. Future research will investigate the initiation and underlying mechanisms of these action in more detail.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1 Primers used for qPCR RNA-Seq validation and obtained correlation coefficients

Supplementary file2 Sequencing reads and mapping statistics

Supplementary file3 Differential expression analysis for cells treated with different concentrations of CBD for 6 and 24 h (including genes regulation tables)

Supplementary file4 Comparative analysis for genes affected by different CBD concentrations and differ treatment times (including altered genes annotations)

Supplementary file5 Altered genes (by all CBD concentrations separately at 6 h treatment) overrepresentation tests in GO biological processes and KEEG pathways categories (including comparative reanalysis of processes/pathways)

Supplementary file6 Altered genes (by all CBD concentrations separately at 6 h and 24 h treatments) overrepresentation tests in GO cellular components categories

Supplementary file7 Altered genes (by all CBD concentrations jointly at 6 h treatment) overrepresentation tests in GO biological processes (HTML 493 KB)

Supplementary file8 Altered genes (by all CBD concentrations separately at 24 h treatment) overrepresentation tests in GO biological processes and KEEG pathways categories (including comparative reanalysis of processes/pathways)

Supplementary file9 Altered genes (by all CBD concentrations jointly at 24 h treatment) overrepresentation tests in GO biological processes (HTML 323 KB)

## Data Availability

Raw sequencing reads and read counts were deposited in the Gene Expression Omnibus (GEO) and Sequence Read Archive (SRA) databases of the National Center for Biotechnology Information (NCBI) under accession number GSE270378.

# Supplementary material for: Elucidating the transcriptomic response of adult-derived mHypoA-2/12 mouse hypothalamic neuron cell line to cannabidiol (CBD) exposure
**Source:** J Appl Genet. 2025 May 8;66(4):1029–51. doi: 10.1007/s13353-025-00970-8
**Supplement:** Supplementary file 7 — Supplementary file7 Altered genes (by all CBD concentrations jointly at 6 h treatment) overrepresentation tests in GO biological processes (HTML 493 KB)

WebGestalt (WEB-based GEne SeT AnaLysis Toolkit)

WEB-based GEne SeT AnaLysis Toolkit

Translating gene lists into biological insights...

---

#### Summary

Result Download

Job summary

- **Enrichment method:** ORA
- **Organism:** mmusculus
- **Enrichment Categories:** geneontology\_Biological\_Process
- **Interesting list:** textAreaUpload\_1705658417.txt. **ID type:** ensembl\_gene\_id
- The interesting list contains **141** user IDs in which **126** user IDs are unambiguously mapped to **126** unique entrezgene IDs and **15** user IDs can not be mapped to any entrezgene ID.
- The GO Slim summary are based upon the **126** unique entrezgene IDs.
- Among **126** unique entrezgene IDs, **112** IDs are annotated to the selected functional categories and also in the reference list, which are used for the enrichment analysis.
- **Reference list:**  all mapped entrezgene IDs from the selected platform genome
- The reference list can be mapped to **68167** entrezgene IDs and  **18986** IDs are annotated to the selected functional categories that are used as the reference for the enrichment analysis.

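This supplement gives the over-representation analysis of the 141 genes altered at any dose at 6 h (Supplementary File 7). An over-representation analysis compares the share of a category's genes in a list with its share in a reference list of genes, and takes neither the size nor the direction of the changes into account. By the paper's lists, 98 of the 141 genes were altered at 1 dose only.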

**Parameters for the enrichment analysis:**

- **Minimum number of IDs in the category:** 3
- **Maximum number of IDs in the category:** 2000
- **FDR Method:** BH
- **Significance Level:** Top 50

Based on the above parameters, **50** categories are identified as enriched categories, in which **40** most significant categories and represetatives in the reduced sets are shown in this report. All significant categories can be downloaded from the 'Result Download' link.

GO Slim summary for the user uploaded IDs

Each Biological Process, Cellular Component and Molecular Function category is represented by a red, blue and green bar, repectively.

The height of the bar represents the number of IDs in the user list and also in the category.

#### Enrichment Results

Redundancy reduction:
All

Affinity propagation

Weighted set cover

{{key}}

WebGestalt is currently developed and maintained by Yuxing Liao, Suhas Vasaikar, Zhiao Shi and Bing Zhang at the  Zhang Lab. Other people who have made significant contribution to the project include Jing Wang, Dexter Duncan, Stefan Kirov and Jay Snoddy.

**Funding credits:** NIH/NCI (U24 CA210954); Leidos (15X038); CPRIT (RR160027); NIH/NIAAA (U01 AA016662, U01 AA013512); NIH/NIDA (P01 DA015027); NIH/NIMH (P50 MH078028, P50 MH096972); NIH/NCI (U24 CA159988); NIH/NIGMS (R01 GM088822).

# Supplementary material for: Elucidating the transcriptomic response of adult-derived mHypoA-2/12 mouse hypothalamic neuron cell line to cannabidiol (CBD) exposure
**Source:** J Appl Genet. 2025 May 8;66(4):1029–51. doi: 10.1007/s13353-025-00970-8
**Supplement:** Supplementary file 9 — Supplementary file9 Altered genes (by all CBD concentrations jointly at 24 h treatment) overrepresentation tests in GO biological processes (HTML 323 KB)

WebGestalt (WEB-based GEne SeT AnaLysis Toolkit)

WEB-based GEne SeT AnaLysis Toolkit

Translating gene lists into biological insights...

---

#### Summary

Result Download

Job summary

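This part of the supplement gives the same kind of analysis for the 89 genes altered at any dose at 24 h (Supplementary File 9). By the paper's lists, 64 of the 89 genes were altered at 1 dose only. The 89 genes mix those higher and those lower in CBD-treated cells.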

- **Enrichment method:** ORA
- **Organism:** mmusculus
- **Enrichment Categories:** geneontology\_Biological\_Process
- **Interesting list:** textAreaUpload\_1705660194.txt. **ID type:** ensembl\_gene\_id
- The interesting list contains **89** user IDs in which **79** user IDs are unambiguously mapped to **79** unique entrezgene IDs and **10** user IDs can not be mapped to any entrezgene ID.
- The GO Slim summary are based upon the **79** unique entrezgene IDs.
- Among **79** unique entrezgene IDs, **69** IDs are annotated to the selected functional categories and also in the reference list, which are used for the enrichment analysis.
- **Reference list:**  all mapped entrezgene IDs from the selected platform genome
- The reference list can be mapped to **68167** entrezgene IDs and  **18986** IDs are annotated to the selected functional categories that are used as the reference for the enrichment analysis.

**Parameters for the enrichment analysis:**

- **Minimum number of IDs in the category:** 3
- **Maximum number of IDs in the category:** 2000
- **FDR Method:** BH
- **Significance Level:** Top 50

Based on the above parameters, **50** categories are identified as enriched categories, in which **40** most significant categories and represetatives in the reduced sets are shown in this report. All significant categories can be downloaded from the 'Result Download' link.

GO Slim summary for the user uploaded IDs

Each Biological Process, Cellular Component and Molecular Function category is represented by a red, blue and green bar, repectively.

The height of the bar represents the number of IDs in the user list and also in the category.

#### Enrichment Results

Redundancy reduction:
All

Affinity propagation

Weighted set cover

{{key}}

WebGestalt is currently developed and maintained by Yuxing Liao, Suhas Vasaikar, Zhiao Shi and Bing Zhang at the  Zhang Lab. Other people who have made significant contribution to the project include Jing Wang, Dexter Duncan, Stefan Kirov and Jay Snoddy.

**Funding credits:** NIH/NCI (U24 CA210954); Leidos (15X038); CPRIT (RR160027); NIH/NIAAA (U01 AA016662, U01 AA013512); NIH/NIDA (P01 DA015027); NIH/NIMH (P50 MH078028, P50 MH096972); NIH/NCI (U24 CA159988); NIH/NIGMS (R01 GM088822).

How the deposited data were processed for this re-analysis (not part of the article)

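The data are 30 libraries of 3′ mRNA-Seq from the mHypoA-2/12 cell line, 3 for each of 10 groups: vehicle and 4 doses of CBD (0.325 µM, 0.75 µM, 1.5 µM, 3 µM), after 6 h and after 24 h. Conditions were taken from the labels that the authors gave each library. According to the methods of the paper, the authors made the count values by trimming reads with Flexbar, mapping them with STAR to GRCm39 and counting them per Ensembl gene with HTSeq-count. The deposited counts are raw reads per gene, 1 table per library, with no normalization. The summary lines at the end of each table (reads outside genes, ambiguous reads and reads with several alignments) were used for the shares of reads and left out of the gene counts. The viability and qPCR data of the paper were not analysed here.

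Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Each time point was fitted as 15 libraries with a mean per group, after filterByExpr on the groups and TMM normalization, with the quasi-likelihood F-test of edgeR. The contrasts were each dose against vehicle, the mean of the 4 doses against vehicle, and any difference among the doses. With all 30 libraries, the difference between the times in the change from vehicle to CBD and the difference between the vehicle groups of 24 h and 6 h were tested on 12790 genes. P-values were adjusted by Benjamini-Hochberg over all genes tested in a contrast, with a threshold of 0.1. Log2 CPM for the principal components used a prior count of 2. The separation of vehicle from CBD-treated libraries was measured by a pseudo-F on Euclidean distances with an exact one-sided permutation test.

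The genes named are those that the paper names as altered or that its Supplementary File 4 shares among doses or times, the members of the lists tested, and per time point 5 genes. These 5 passed the threshold over the 4 doses together with the smallest p, and had all CBD-treated libraries on the same side of all vehicle libraries. Lists of immediate-early genes, p53 targets, interferon-stimulated genes, the integrated stress response, NRF2 targets, sterol synthesis, the extracellular matrix, proteins of the mitochondrial genome, nuclear subunits of complex I and ribosomal proteins were tested with camera (correlation 0.01), with fry and camera with an estimated correlation as alternatives. Levels were tabulated for lists of neuronal, glial and mesenchymal markers, receptors of feeding, targets of CBD that the paper names, monoamine genes and genes of the sex chromosomes.

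The alternatives were DESeq2, RLE normalization, no filter on low counts, at least 10 counts in every library, the mitochondrial genes left out, only the 2 groups compared, each library left out in turn, a variance stabilizing transformation, the most variable genes only, and the 2 other list tests. All of these, and the main analysis, were set before the data were examined. The share of reads outside genes as a covariate was added after the values were seen, as was the log2 read total for the 4 doses together. No paired analysis was possible because the libraries carry no replicate numbers shared between groups.

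The steps were tested on simulated data with the dispersions of these libraries. The changed genes had log2 fold changes of at least 1 in size, and genes of the lowest expression were not among them. Recovery of smaller changes, such as many of those given for single genes, was not tested. Of 200 genes changed at 1 dose, edgeR recovered 174, and 12.6% of its calls were false. DESeq2 recovered 176, with 17.0% false. Of 200 genes changed at all doses, edgeR recovered 191, with 7.73% false. The share of false calls over all steps lay between 6.94% and 17.0% in this single simulation, on both sides of the threshold of 0.1. With no gene changed, 0 genes were called over 5 contrasts. Reads on genes per library ranged from 1839621 to 4420675, and the floors given cover counting error only. A count of 0 reads over all libraries allows 3 reads, or 0.0356 CPM. Symbols and positions came from GENCODE M21 on GRCm38, an older assembly than that of the counts, so positions are those of GRCm38.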

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

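Of the tests in this part, that of the 3 µM libraries alone, that of the 24 h vehicle level, the contrast of vehicle and 3 µM with the lower doses and the 2 covariates were chosen after the result was seen. No test for single outlying samples was applied, since the groups hold 3 libraries, or 12 and 15 when pooled.

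The change from vehicle to CBD differed between 6 h and 24 h in 30 genes (edgeR interaction test, Benjamini-Hochberg). Among the genes named by the rule set beforehand, the difference in log2 fold change (24 h less 6 h) was 1.77 for *Dusp1*, 1.57 for *Elp6*, 1.18 for *Hes1*, 1.04 for *Junb*, 0.79 for *Mdm2*, 0.94 for *Ndrg1*, 1.50 for *Oasl2*, 1.56 for *Ppp1r15a*, 2.30 for *Rn7sk*, 0.62 for *Sqstm1*, −1.07 for *Col11a1*, −0.67 for *Thbs2* and −0.84 for *Xist*. The number depended on single libraries (2 genes without A29, 4 without A28, 45 without A16). Of 60 splits of the libraries, 4 gave as many genes, the real split included, and the largest other split gave 932, so the number as such is not set apart from other groupings. A biological difference between the times remains open. Each of the 2 vehicle groups enters the difference, so that a deviation of a vehicle group at 1 time would give the same pattern.

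The lists of immediate-early genes (median difference 0.63), p53 targets (0.24), interferon-stimulated genes (0.48), the integrated stress response (0.30) and the extracellular matrix (−0.24) also differed between the times, with camera and with fry. At 6 h, the immediate-early genes, which the paper does not discuss as a class, had a median log2 fold change of −0.53. Only 1 of 100 splits of the 6 h libraries, the real one, gave this list a median as far from 0, and without the vehicle library A3 the median was −0.33. Camera called 7 lists at 6 h, and 16 of the 100 splits gave as many. At 24 h it called 6 lists, and 6 of the 100 splits gave as many. Over the other splits, the median was 4 lists at 6 h and 2 at 24 h. Fry called 6 lists at 6 h, as many as the real split alone of the 100, and 2 at 24 h, as many as 8 of the 100.

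The vehicle libraries of 6 h are shared by all comparisons of that time. With all 4 doses pooled, 90 genes were called at 6 h, and 1 of 100 splits, the real one, gave as many. The largest other split gave 80. Simulated libraries without any change, which share their vehicle libraries in the same way, gave a mean correlation between doses of at most 0.536. The observed 0.625 lay above this. In the simulations, every group had the same spread per gene, and genes varied independently. The mean distance between real replicates was 71.5 in vehicle and 55.2 to 69.4 at the doses. A wider spread of the shared vehicle would raise this correlation, so the comparison does not exclude the shared vehicle as the cause. The simulations gave at most 0 genes called at all 4 doses (2 observed). This count decides nothing, because the observed number also fell to 0 without single libraries such as A2, A4 or A5. With the share of reads outside genes as a covariate, all 90 genes were among the 329 called, and 100% kept their direction and at least 0.5 of their log2 fold change, which argues against that share as the cause. With the log2 read total as a covariate 148 genes were called, among them 84 (93.3%) of the 90, which argues against read totals as the whole cause. Leaving out 1 vehicle library gave between 51 genes (without A2) and 304 (without A3). The 24 h vehicle level was nearer to the 6 h CBD level than to the 6 h vehicle level for 88.9% of the 90 genes. This decides nothing, because the genes were chosen for a deviation of the 6 h vehicle from the CBD-treated libraries, which by itself favours such a share. A state of the 6 h vehicle wells, such as a response to handling, may underlie part of the lower immediate-early and stress genes in CBD-treated cells. It cannot be told apart from an effect of CBD, because there is 1 vehicle group per time and no untreated group was analysed here.

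At 24 h, 234 genes differed among the 4 CBD doses, and 5 of 100 splits gave as many. Without the 3 µM group 1 gene differed among the other doses (622 at an unadjusted p below 0.05), which fits a difference carried by the 3 µM libraries. Without A18 the number was 9, and without A17 it was 1085. In a contrast chosen after the values were seen, 1037 genes differed between vehicle and 3 µM together and the 3 lower doses. The 3 µM group alone differed from the 3 lower doses in 1275 genes (2620 at an unadjusted p below 0.05). Vehicle and 3 µM also had the higher share of reads outside genes (21.4% each), and 0 genes (with 2427 at an unadjusted p below 0.05 before the covariate) remained called with that share as a covariate. Across genes, which are not independent replicates, the change correlated at 0.283 with the slope on this share within the 6 h groups, and 8 of 100 reshuffled sets gave as large a value. With the slope within the 24 h groups the correlation was −0.128, of the opposite sign and without a spread to judge it by. Library quality and an effect of the lower doses cannot be told apart here, because the share goes with the groups.

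Between the vehicle libraries of 24 h and 6 h, a comparison the paper does not report, 3411 genes differed, and 1 of the 10 splits, the real one, gave as many, the lowest count the design allows. Time in culture changes with this comparison, growth and library preparation may as well, and no biological explanation was tested.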

How the results depend on the processing

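The tests of this part were chosen before any result was seen, except the covariate named below. For every change given here the cause was not tested, unless the fewer libraries or genes of a setting give it.

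With RLE normalization and with mitochondrial genes left out, all 39 results other than single genes recomputed kept their direction and their side of the threshold, or a count within 1.5 times. The list of proteins of the mitochondrial genome has no value with those genes left out. The most variable genes alone left both separations in the PCA on their side of the threshold.

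With DESeq2, 6 h gave 71, 48, 56 and 48 genes from 0.325 to 3 µM (24, 9, 12 and 6 in the main analysis), 150 at any dose (34) and 6 at all doses (2), and 24 h gave 17, 40, 19 and 13 (8, 10, 5 and 1), 29 for the pooled doses (13), 526 among doses (234), 63 at any dose (15) and 1 at all doses (0). The interaction gave 49 (30) and both times 7 (3). Leaving out the filter on low counts gave 151, 101, 106 and 92 genes at 6 h, 263 pooled (90), 15 among doses (0), 267 at any and 26 at all doses, and 24 h gave 79, 79, 44 and 116, 46 pooled, 783 among doses, 239 at any and 3 at all doses. The interaction gave 87 and both times 35. With only the 2 groups compared, which leaves fewer libraries to estimate the spread, 6 h gave 0, 2, 0 and 3 genes (872 to 1057 at an unadjusted p below 0.05 in the main analysis), 5 at any and 0 at all doses, 24 h gave 102 at 0.75 µM, 16 at 1.5 µM and 109 at any dose, and both times gave 0. With at least 10 counts in every library, 1 gene was called at all doses of 6 h and 6 at 0.75 µM and 24 h, and the 24 h medians of the interferon list (0.096) and of sterol synthesis (−0.0099) changed sign.

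With the share of reads outside genes as a covariate, chosen after seeing the data, 6 h gave 322, 119, 154 and 79 genes, 329 pooled, 1 among doses, 458 at any and 20 at all doses. At 24 h it gave 0 at 0.325, 0.75 and 1.5 µM and pooled (815 to 1009 at an unadjusted p below 0.05 in the main analysis), 1 among doses and 1 at any dose, and both times gave 1. The list medians of sterol synthesis at 6 h (0.0051) and, at 24 h, of the interferon list (0.017), sterol synthesis (−0.055), the extracellular matrix (0.071), complex I (−0.057) and ribosomal proteins (−0.038) changed sign.

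The list of complex I at 6 h (median 0.079) did not pass with fry or the estimated correlation, and that of the extracellular matrix (0.22) did not with the estimated correlation. At 24 h, the immediate-early genes (0.096), the extracellular matrix (−0.055), complex I (0.037) and ribosomal proteins (0.073) passed with neither. With a variance stabilizing transformation the separation at 6 h was 1.55 and no longer passed.

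Across the fits that each left out 1 library, counts at 6 h ranged from 0 (A14) to 108 (A3) at 0.325 µM, 1 (A12) to 173 (A3) at 0.75 µM, 0 (A7) to 50 (A3) at 1.5 µM, 0 (A5) to 135 (A3) at 3 µM, 51 (A2) to 304 (A3) pooled, 10 (A2) to 280 (A3) at any dose and 0 (A2) to 28 (A3) at all doses. At 24 h they ranged from 1 (A25) to 46 (A27) at 0.325 µM, 4 (A23) to 52 (A16) at 0.75 µM, 1 (A19) to 13 (A16) at 1.5 µM, 1 (A18) to 288 (A17) at 3 µM, 1 (A30) to 47 (A16) pooled, 9 (A18) to 1085 (A17) among doses and 8 (A23) to 322 (A17) at any dose. The interaction ranged from 2 (A29) to 45 (A16) and both times from 0 (A5) to 7 (A3). The vehicle groups of 24 h and 6 h differed in 2424 (A28) to 3563 (A16) genes, within 1.5 times of 3411. The separation at 6 h ranged from 1.25 (A2) to 1.61 (A3). List medians at 6 h ranged from −0.15 (A1) to −0.0053 (A3) for NRF2 targets, −0.19 (A3) to 0.012 (A2) for sterol synthesis, −0.092 (A12) to 0.0037 (A10) for the mitochondrial genome, 0.068 (A14) to 0.092 (A11) for complex I and −0.043 (A1) to 0.15 (A3) for ribosomal proteins. At 24 h they ranged from 0.049 (A28) to 0.15 (A16) for immediate-early genes, −0.058 (A29) to 0.035 (A28) for p53 targets, −0.13 (A28) to 0.076 (A30) for the interferon list, −0.093 (A28) to 0.040 (A29) for the integrated stress response, −0.13 (A30) to −0.068 (A19) for NRF2 targets, −0.019 (A28) to 0.046 (A29) for sterol synthesis, −0.098 (A29) to −0.025 (A16) for the extracellular matrix and 0.026 (A27) to 0.066 (A29) for complex I.

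Of 61 values of single genes, 31 changed their call in an alternative set beforehand that keeps all libraries, and 17 had the same call in all of these and with each library left out. DESeq2 and no filter each made 19 stronger. With each library left out, 74 of 930 values became weaker and 35 stronger, and *Mmp13* at 3 µM and 24 h reversed (from −0.066 without A17 to 0.29 without A28).

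Depth limits genes of few counts. After thinning every library of a time to the smallest total, 89 genes were called at 6 h for the pooled doses, 75 of them among the 90, and 14 at 24 h, 12 of them among the 13.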

Differences from the paper's values

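The paper's number of altered genes at 0.325 µM and 6 h is 69 in 1 place and 369 in another, and 24 genes were called here. Of the alternatives set before the data were examined, DESeq2 (71) and the fits without A1 or A13 came within 1.5 times of the paper's 69, and the others did not. None of these came near the paper's 369, which only the covariate, chosen after seeing the values, approached (322). At 0.75 µM and 6 h, 9 genes stand against the paper's 49, and only DESeq2 closed the gap (48). At 1.5 µM and 6 h, 12 genes stand against the paper's 53, and DESeq2 (56) and the fit without A3 (50) closed it, while the others did not. At 3 µM and 6 h, 6 genes stand against the paper's 37, and DESeq2 (48) and the fits without A12 (25) or A14 (37) closed it, while the others did not.

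At 0.325 µM and 24 h, 8 genes stand against the paper's 30 and, in its first statement, the paper's 331, and none of the alternatives set before the data were examined came within 1.5 times of either. At 0.75 µM and 24 h, 10 genes stand against the paper's 53, and DESeq2 (40), no filter on low counts (79) and the fit without A16 (52) closed the gap, while the others did not. At 1.5 µM and 24 h, 5 genes stand against the paper's 31, and only no filter on low counts closed it (44). At 3 µM and 24 h, 1 gene (*Elp6*) stands against the paper's 13, and only DESeq2 closed it (13). The paper's 313 in its first statement was approached only without A17 (288).

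At any dose of 6 h, 34 genes stand against the paper's 141, and only DESeq2 closed the gap (150). At any dose of 24 h, 15 genes stand against the paper's 89, and DESeq2 (63), only the 2 groups compared (109) and the fit without A16 (63) closed it, while the others did not. At all 4 doses, 2 genes stand against the paper's 6 at 6 h and 0 (889 to 1110 per dose at an unadjusted p below 0.05) against the paper's 1 at 24 h, and in both cases only DESeq2 closed the gap (6 and 1). At both times, 3 genes stand against the paper's 6, and DESeq2 (7) and the fits without A3 (7), A16 (4), A17 (4) or A27 (4) closed the gap, while the others did not.

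The directions in the text of the paper differ from those found here. On the scale that Supplementary File 3 has at 6 h, vehicle against CBD, the log2 fold changes are the same within the error, such as −0.74 for *Mmp3* and 0.64 for *Mdm2* at 0.325 µM. The paper calls most altered genes at 0.325 and 0.75 µM of 6 h lowered by CBD and most at 3 µM raised. In its own lists, 42 of 69 and 32 of 49 were higher in CBD-treated cells, and 21 of 37 were lower. Of the genes called here, 11 of 24, 4 of 9 and 1 of 6 were higher at these doses, so that among these fewer calls the majority at the lower doses has the direction the text gives. This majority depends on the setting. At 0.325 and 0.75 µM, 54.9% and 62.5% of the calls were higher with DESeq2. With no filter on low counts 53.6% and 64.4% were higher, and with at least 10 counts in every library 38.9% and 50%. RLE normalization and leaving out mitochondrial genes gave the shares of the main analysis. The paper calls most genes of the 3 lower doses at 24 h lowered, where 18 of 30, 44 of 53 and 22 of 31 were higher. It calls 9 genes shared by the 3 lower doses at 24 h lowered, where all 9 were higher at each of these doses. It calls *Mmp3*, *Timp1*, *Mmp13*, *Col11a1* and *Rgs4* lowered, and their log2 fold changes were 0.82, 0.53 and 0.86 for *Mmp3*, *Timp1* and *Col11a1* over all doses of 6 h and 0.65 for *Mmp13* and 0.65 for *Rgs4* over all doses of 24 h. It calls *Mdm2*, *Oasl1*, *Oasl2* and *Aldh2* raised, and at 0.325 µM their log2 fold changes were −0.64, −2.24, −1.54 and −0.55. It proposes that genes of complex I are stimulated, where *mt-Nd4* and *mt-Nd5* had log2 fold changes of −0.49 and −0.29 at 0.325 µM. For *Bbc3*, *Cdkn1a*, *Ndrg1* and *Smad3*, the text and the values here give the same direction.

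Of genes the paper calls and the main analysis here does not, DESeq2 called *Mmp3* at 3 µM, *Timp1* at 0.75 and 3 µM, *Col11a1*, *Bbc3*, *Mdm2*, *Smad3*, *Oasl1* at 0.75 µM, *Oasl2*, *Mylk* at 0.325, 1.5 and 3 µM, *Hspb1*, *Cyld*, *Mark1*, *Osr2* and *Naca*. Without a filter on low counts, a setting not tested on simulated data, *mt-Nd4*, *Aldh2*, *Cxcl12*, *Ifitm2* and *Gm8960* were called. Without A17, *Tmbim6* was called. *Timp1* at 0.325 µM was called only with the covariate, chosen after seeing the values, and *mt-Nd5* in no setting. The paper ranks 3 µM as the dose with the most distinct changes at 6 h, where 0 genes set it apart from the lower doses (624 at an unadjusted p below 0.05). Its discussion states more altered genes at higher doses, where 0.325 µM gave the most at 6 h (24) and 0.75 µM at 24 h (10). This ranking changes with the setting, since 3 µM gave the most at 6 h with only the 2 groups compared (3, with 0 to 2 at the other doses and 872 to 1057 at an unadjusted p below 0.05 in the main analysis) and without A14 (37), and 0.75 µM did without A3 (173). At 24 h, 3 µM gave the most with no filter on low counts (116) and without A17 (288), and 0.325 µM did with at least 10 counts in every library (10) and without A18 (10), A27 (46) or A28 (10).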

Other observations

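Of the tests in this part, that of the sign of Supplementary File 3, the correlation among the 3 lower doses at 24 h and the 2 covariates were chosen after the result was seen.

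The splits of the 6 libraries of each dose and vehicle number 10 per comparison, so that no share below 0.1 can be reached. At 6 h, 3 of the 10 splits gave as many genes as the real split at 0.325 µM, 2 of the 10 at 0.75 µM, 3 of the 10 at 1.5 µM and 1 of the 10 at 3 µM. At 24 h, these numbers were 2 of the 10 at 0.325 µM, 1 of the 10 at 0.75 µM, 1 of the 10 at 1.5 µM and 3 of the 10 at 3 µM. The largest count from another split was 1118 genes at 0.325 µM and 6 h, and 720 at 3 µM and 24 h. For the test among doses at 6 h, all 100 of the 100 splits gave as many genes as the real split, which gave 0 (452 at an unadjusted p below 0.05).

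For the 4 doses pooled at 24 h (13 genes), 8 of the 100 splits gave as many genes, and 1 split gave 2287. Without the vehicle library A30 the count was 1, without A28 it was 7 and without A29 it was 10, which is consistent with a dependence of the count on A30. With the log2 read total as a covariate, 12 (92.3%) of the 13 genes were among the 14 called, which argues against read totals as the whole cause. With the share of reads outside genes as a covariate, 84.6% kept their direction and at least 0.5 of their log2 fold change, while 0 genes were called (815 at an unadjusted p below 0.05 without it). Since that share goes with the groups at 24 h, its part cannot be told apart from that of CBD. The mean correlation between doses at 24 h was 0.419, below the 0.460 to 0.495 of simulated libraries that share a vehicle group without any change. Among the 3 lower doses it was 0.563, above the at most 0.504 of the simulations. Simulated genes varied independently, so that the range of the simulations may be too narrow. Shared vehicle libraries therefore stay open as the cause of that correlation. The share of reads outside genes also differed between vehicle and these doses. It could raise the correlation, which was not simulated. The correlation of 3 µM with the 3 lower doses was 0.276 on average, below the at least 0.453 of the simulations, and what lowers it was not tested. The share of genes with the same direction at all 4 doses was also lower than simulated (33.3% against at least 38.5%). No gene was called at all 4 doses at 24 h (889 to 1110 per dose at an unadjusted p below 0.05) and at most 0 were in the simulations, which decides nothing.

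The list of proteins of the mitochondrial genome kept a median of −0.17 at 24 h with the share of reads outside genes as a covariate. As that share goes with the groups at 24 h, its part in the lower level cannot be told apart from that of CBD. Splits of the 24 h libraries gave this list a median as far from 0 in 4 of the 100. The median went from −0.21 to −0.14 without A30, the vehicle library with the highest share of mitochondrial reads. The list of sterol synthesis had a median of −0.0017 at 6 h (camera FDR = 0.621) and 0.012 at 24 h (camera FDR = 0.382), and that of ribosomal proteins 0.015 at 6 h (camera FDR = 0.402) and 0.073 at 24 h (camera FDR = 9.60e-06, fry FDR = 0.393).

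Of the 90 genes called at 6 h, 10.0% had an unadjusted p below 0.05 in the test among doses. As these genes were chosen for their mean over the doses, this share leaves open whether their change grows with the dose.

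The log2 fold changes that Supplementary File 3 gives for 6 h have the opposite sign to CBD against vehicle in the 1655 genes read, which are a part of that file. Its 24 h values were not used here. An exchange of vehicle and CBD libraries in the deposit was tested on the table's own values per library. Their difference (CBD less vehicle) correlated with the table's log2 fold changes at −0.978 at most, so the table itself holds both signs, which excludes such an exchange as the source of the sign at 6 h. The headings of up- and downregulation follow the sign of vehicle against CBD.

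Levels of marker genes over the 30 libraries were as follows. Of the neuronal markers, *Tubb3* was at 49.1 CPM, *Nefm* at 40.2 CPM, *Eno2* at 37.2 CPM, *Map2* at 23.3 CPM, *Nefl* at 16.4 CPM, *Stmn2* at 15.3 CPM and *Gap43* at 5.98 CPM. Of the same list, *Rbfox3* was at 0.581 CPM and *Snap25* at 0.0407 CPM, and *Dcx*, *Gad1* and *Slc32a1* had 0 reads. Of the mesenchymal markers, *S100a4* was at 3186 CPM, *Vim* at 2197 CPM, *Acta2* at 2110 CPM and *Col1a1* at 2051 CPM. Of the glial markers, *Nes* was at 124 CPM, *Gfap* had 2 reads in all and *Aqp4* had 0. Of the targets of CBD that the paper names, *Cnr1*, *Cnr2*, *Trpv1*, *Htr1a* and *Gpr55* had 0 reads, *Adora2b* was at 5.50 CPM, *Pparg* at 3.63 CPM and *Faah* at 3.25 CPM, and *Adora2a* had 28 reads, *Adora1* 14 and *Adora3* 3. Of the genes of feeding, *Insr* was at 9.12 CPM, *Npy1r* had 146 reads, *Npy* had 1 read, *Agrp* 15, *Lepr* 34, *Glp1r* 1 and *Ghsr* 0. *Slc6a3* had 0 reads. Of the genes of the sex chromosomes, *Xist* was at 159 CPM and *Ddx3y* at 0.916 CPM.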
